# Transcriptome Profiling of Layer 5 Intratelencephalic Projection Neurons From the Mature Mouse Motor Cortex

**DOI:** 10.3389/fnmol.2018.00410

**Published:** 2018-11-12

**Authors:** Alison J. Clare, Robert C. Day, Ruth M. Empson, Stephanie M. Hughes

**Keywords:** *Fezf2*, low-input RNA-seq, M1, FACS, IT-PNs

## Abstract

The mature cortex contains hugely diverse populations of pyramidal projection neurons (PNs), critical to normal forebrain circuits. In order to understand the healthy cortex, it is essential to characterize this neuronal complexity. We recently demonstrated different identities for *Fezf2*-positive (*Fezf2+ve*) and *Fezf2*-negative (*Fezf2−ve*) intratelencephalic-PNs (IT-PNs) from layer 5 of the motor cortex (M1). Comparatively, each IT-PN type has a distinct electrophysiological phenotype and the *Fezf2+ve* IT-PNs display a unique apical dendritic tuft. Here, we aimed to expand our understanding of the molecular underpinnings defining these unique IT-PN types. Using a validated *Fezf2*-GFP reporter mouse, retrograde labeling techniques and fluorescence activated cell sorting (FACS), combined with a novel approach for low-input RNA-sequencing, we isolated mature *Fezf2+ve* and *Fezf2−ve* IT-PNs for transcriptome profiling. Through the comparison of *Fezf2+ve* and *Fezf2−ve* IT-PN gene expression profiles, we identified significant enrichment of 81 genes in the *Fezf2+ve* IT-PNs and 119 genes in the *Fezf2−ve* IT-PNs. Term enrichment analysis of these enriched genes demonstrated significant overrepresentation of the calcium-binding EF-hand domain in *Fezf2+ve* IT-PNs, suggesting a greater importance for calcium handling in these neurons. Of the *Fezf2−ve* IT-PN enriched genes an unexpected and unique enrichment of genes, previously associated with microglia were identified. Our dataset identifies the molecular profiles of two unique IT-PN types in the mature M1, providing important targets to investigate for their maintenance in the healthy mature brain.

## Introduction

Thecerebral cortex of the brain is a layered structure essential for higher cognitive function. Here, there are large numbers of projection neurons (PNs) important for encoding the messages that drive our thoughts and actions (Spruston, 2008). Commonly PNs are grouped into subtypes according to their projection type (e.g., to the contralateral cortex or corticospinal tract; Molyneaux et al., 2007). However, analyses have shown much greater diversity in PN types, both across and within layers of the cortex (Hattox and Nelson, 2007; Oswald et al., 2013; Rouaux and Arlotta, 2013; Tantirigama et al., 2016). For example, recent analyses of intra-telencephalic projection neurons (IT-PNs) within layer 5 of the mature mouse primary motor cortex (M1) identified two unique subtypes that were defined by the expression or absence of transcription factor *Fezf2* (Tantirigama et al., 2014). Characterization of the unique genetic profiles that underpin such neuronal diversity is vital to our understanding of their maintenance in a healthy adult brain.

Several recent studies have applied the concept of separating cell-types, such as cortical PNs (Arlotta et al., 2005; Molyneaux et al., 2009, 2015) and striatal PNs (Lobo et al., 2006), from the mouse brain to identify cell-type specific gene expression. Important contributions have been made from this work, including identification of the transcriptional regulatory networks driving cortical development (Arlotta et al., 2005) and transcription factors essential to the differentiation of striatonigral neurons (Lobo et al., 2006). However, broad grouping of neurons, for example based on their projections, can mask gene expression unique to distinct subtypes or even individual neurons, a fact that is quickly being realized with the recent advancement of low-input and single-cell RNA-sequencing technologies (Darmanis et al., 2015; Usoskin et al., 2015). To expand our grasp on neuronal subtype gene expression, greater separation of cell types will be essential.

The recent analysis of layer 5 PNs in the mature M1, revealed clear separation of IT-PN types according to the expression of the developmentally important transcription factor *Fezf2* (Tantirigama et al., 2014). Characterization of the *Fezf2+ve* and *Fezf2−ve* IT-PNs revealed distinct morphological and functional phenotypes, hinting at a unique role for these neurons in the cortical circuitry (Tantirigama et al., 2014). For, example, *Fezf2+ve* IT-PNs have a unique apical tuft extending through upper layers of the cortex, which is absent in *Fezf2−ve* IT-PNs. The micro-circuitry inputs to M1 demonstrate sublayer specificity, sensory inputs (sensory thalamus and somatosensory cortex, S1) targeting upper layers (2/3 and 5A; Mao et al., 2011; Hooks et al., 2013), whilst inputs from motor thalamus can also directly target pyramidal tract PNs (PT-PNs; Hooks et al., 2013), found in deeper layers of the cortex. Therefore, the morphological differences identified in IT-PNs of layer 5 suggest differing contributions to the micro-circuitry, with *Fezf2+ve* IT-PNs more likely to receive inputs from upper layers of the cortex. Based on the divergence in *Fez2+* and *Fezf2–* phenotypic features we sought to investigate the differential gene expression that defines these two IT-PN types.

In the work presented here, we labeled IT-PNs in a *Fezf2-Gfp* reporter mouse model with a fluorescent retrograde tracer to allow FACS purification of *Fezf2+ve* and *Fezf2−ve* IT-PNs from layer 5 of M1. In this work we applied a combined PCR pre-amplification and *in vitro* transcription (IVT) method to amplify RNA to sequence the transcriptomes from very low RNA-input (Day et al., 2018). Our cDNA library preparation method utilizes unique barcodes in the initial cDNA synthesis stages, a common tool in low-input methods (Hashimshony et al., 2012; Islam et al., 2014). The advantage of barcoding is the ability to pool samples, creating a greater yield in starting material, important for efficient IVT amplification (Hashimshony et al., 2012). Before final library preparation amplified RNA (aRNA) is fragmented to produce a 3’ bias “tag-like” library, which simplifies normalization strategies during later analyses, as gene length does not need to be considered (Hashimshony et al., 2012). Utilizing this method, we found clear separation of *Fezf2+ve* and *Fezf2−ve* IT-PN types according to their molecular profiles, rather than the host animal from which they came. Furthermore, we identified the unique expression of several molecular factors that could contribute to their functional and morphological differences.

## Materials and Methods

### Mice

All experiments were performed using male Swiss-Webster mice of either wild-type (non-transgenic) or hemizygous transgenic (Zfp312-EGFP)CO61GsatMmnc mouse line (Gong et al., 2003) bred on a Swiss Webster background strain. The hemizygous transgenic mice express a GFP reporter gene under the control of *Fezf2* regulatory elements (referred to from here on as *Fezf2-Gfp* mice). Male mice were selected for this study as it continues the comparison of IT-PN types, previously identified in work by Tantirigama et al. (2014), where only male mice were used. The University of Otago Animal Ethics Committee approved all animal husbandry, surgical procedures and use of animal tissue (AUP 110/13).

### Stereotaxic Surgeries for the Injection of CTB647

For the injection of retrograde tracer, CTB647 (0.35% w/v in saline; Life Technologies, New Zealand) male *Fezf2-Gfp* mice (P23–25) were anesthetized by a sub-cutaneous injection of 0.05 mg/kg atropine (Baxter Healthcare Ltd.), 0.5 mg/kg domitor (Novartis NZ Ltd., New Zealand) and 70 mg/kg ketamine (Parnell Laboratories NZ Ltd.) before securing them onto stereotaxic equipment using 45°C non-rupture ear bars and inserting the nose clamp gently into the mouth (310037R, Kopf Instruments). The CTB647 was prepared at 0.35% (w/v) in saline and 0.5 μL delivered through a craniotomy in the skull using a 10 μL Nanofil syringe and 33 G needle assembly (World Precision Instruments, Sarasota, FL, USA). The CTB647 retrograde tracer was delivered to two injection sites in the left hemisphere primary motor cortex; +0.85 mm anterior from Bregma, +1.65 mm lateral from midline and −0.85 mm depth from the pial layer and +0.4 mm anterior from Bregma, +1.4 mm lateral from the midline and −0.6 mm depth from the pial layer.

### Histology

Five to seven days after injection of the CTB647 tracer, animals were anesthetized with 150 mg/kg pentobarbital before intracardial perfusion with 20 mL ice cold 0.9% (w/v) NaCl followed by 20 mL ice cold 4% (w/v) paraformaldehyde (PFA) in 0.1 M phosphate buffer (pH 7.2). Tissue was post-fixed overnight in ice cold 4% PFA at 4°C, followed with cryoprotection in 30% sucrose for 2–3 days at 4°C. Brain tissue was frozen in optimal cutting temperature medium (OCT), Tissue-Tek^®^ (Thermo Fisher Scientific, New Zealand) before cutting 40 μm thick coronal sections at −20°C using a Leica CM3050 cryostat (Leica Biosystems, Richmond, IL, USA). Tissue was mounted on Superfrost™ Plus slides (Thermo Fisher Scientific, New Zealand) in anti-fade solution (0.1 g *p*-phenylenediamine made with 80% (v/v) glycerol in 0.1 M phosphate buffer, pH 8.5). Images were captured on an Olympus inverted microscope IX71 and Adobe Photoshop used to merge images.

### Immunohistochemistry and Image Analysis

Free-floating *Fezf2-Gfp*, CTB647 labeled sections were blocked for 1 h at room temperature in PBS with 0.2% (v/v) triton-X and 3% (v/v) normal goat serum. Sections were incubated with an antibody raised against ryanodine receptor 2 (RYR2; NBP1-90091, rabbit polyclonal; Novus Biologicals, Littleton, CO, USA) for 36 h at 4°C before washing three times in PBS-T for 10 min each. The primary antibody was labeled with a rabbit Alexa 594 secondary (A11037; Invitrogen, New Zealand) for 4 h at room temperature. Sections were washed three times in PBS-T for 10 min each before mounting on Superfrost™ Plus slides (Thermo Fisher Scientific, New Zealand) in Anti-fade Gold (Life Technologies, New Zealand).

Confocal laser scanning microscopy was performed using the Nikon C2si+ platform, with a 20× (NA 0.75) objective and a single plane image captured. ImageJ (Schneider et al., 2012) was used to apply a threshold to images captured of RYR2 immunostaining. Individual cell bodies boundaries were identified according to overlay with CTB and Fezf2-GFP staining. Using ImageJ, a region of interest was then selected around individual cell bodies of the RYR2 threshold image and the % area of pixels quantified. Quantification was performed on 8–10 cells of either *Fezf2+ve* or *Fezf2−ve* IT-PN types (identified according to GFP and CTB647 labeling) in 5–6 sections per animal. For each image the % area of pixels/cell was normalized to the mean % area pixels of all *Fezf2+ve* IT-PNs. Data for each animal is presented as the average in normalized % area of fluorescence across sections (± standard error of the mean, SEM; *n* = 3 mice). A paired *t*-test was used to analyze differences in average relative RYR2 expression of *Fezf2+ve* and *Fezf2−ve* IT-PNs.

### Microdissection of Layer 5 M1

Pentobarbitol (150 mg/kg) was used to anesthetize animals before intracardial perfusion with ice cold 0.9% (w/v) NaCl. A Ted Pella acrylic mold (Ted Pella Inc. Redding, CA, USA) was used to make 1 mm coronal sections of the adult M1 from Bregma +1.2–0. The brain slices were transferred to L15 complete media; phenol red free Leibovitz’s L15, 6% D-(+)-glucose (Sigma Aldrich, New Zealand) and 500 units penicillin/500 μg streptomyocin per mL (Invitrogen, New Zealand). Layer 5 was microdissected from the right hemisphere, according to GFP expression, using the Olympus SZX12 with a GFP optic cube. The dissected tissue was processed immediately into single cell suspension.

### Cell Dissociation

Dissected samples were diced finely in L15 complete media and transferred to a 2 mL eppendorf tube. After tissue settled, L15 media was removed and replaced with digestion media; 12 U/mL papain (Worthington Biochemical Corporation, Lakewood, NJ, USA) and 1 U/mL DNase I (Invitrogen, New Zealand) in L15 complete media, and rotated on MACS mixer (Miltenyi Biotec, Sunnyvale, CA, USA) for 15 min at 37°C. Digestion media was then replaced with blocking/trituration solution (2% B27, 1 U/mL DNase I; Invitrogen, New Zealand) and incubated for 10 min at 37°C with 5% CO_2_. After resuspending the samples in fresh blocking/trituration media, tissue was passed through a series of decreasing bore size, fire-polished Pasteur pipettes. The dissociated cells were pelleted by centrifugation at 1,000× *g* for 5 min and resuspended in ice cold L15 complete media. DAPI (0.1 μg/mL) was added to cell resuspension 5 min prior to cell sorting.

### Cell Sorting

A FACSAria with BDFACSDiva software (BD Biosciences, Australia) and a 70 μm nozzle was used to sort cells. Dissociated samples were analyzed to determine the parameters for sorting and gates were set according to the physical light scatter patterns (FSC and SSC; Supplementary Figure S1). The events with high granularity (SSC) and small in size (low FSC) are debris (Guez-Barber et al., 2011) and were gated out. Prior to sorting the fluorescently labeled samples, wild-type Swiss Webster tissue was analyzed to determine autofluorescence and to set the parameters (gates) for isolating cells (Supplementary Figure S1). Cells were collected either according to the gates set based on physical profiles (elimination of debris and doublets; wild-type samples), or according to their fluorescent profiles (*Fezf2-Gfp* and Alexa 647). Excitation for GFP was from a 488 nm laser with detection from the 530/30 filter; excitation of CTB647 was from a 633 nm laser with detection from 660/20 filter and excitation of DAPI from a 407 nm laser with detection from 450/40 filter. All cells were sorted from a live, DAPI negative population (Supplementary Figure S1) and were sorted directly into RNA lysis buffer from the RNAqueous micro kit (Invitrogen, New Zealand). At least 20,000 events were recorded during the sort for setting the sorting criteria and for post-sort analysis. This data was analyzed using Flowing software (Cell Imaging Core, Turku Centre for Biotechnology, Finland) and representative graphs were made using Flowjo (Treestar, Woodburn, OR, USA). For each sample ≥3,000 cells were sorted.

### RNA Extraction and QC

RNA was extracted using the RNAqueous micro RNA extraction kit (Invitrogen, New Zealand), according to the manufacturer’s instructions. RNA was eluted in two repeated steps as follows; 5–10 μL of elution solution, preheated to 75°C, was added to the cartridge and incubated for 1 min at room temperature before centrifugation for 30 s. Eluted RNA was then DNase I treated, according to manufacturer’s instructions, with the included RNAqueous micro RNA extraction kit reagents. Quality and quantity of RNA was assessed with the Agilent TM RNA 6,000 Pico assay on an Agilent 2,100 bioanalyzer. Ribosomal peaks were detected, using the Agilent™ Bioanalyzer, in RNA isolated from cell fractions as small as 6,000 cells, however yields were too low to accurately determine the RNA quality. Larger cell fractions (>20,000) were used to determine the RNA integrity number (RIN), with a range in RIN values of 6.5–8.3.

### cDNA Library Generation and RNA-Sequencing

Three microliters of RNA (equating to an input of 400–3,000 cells) was denatured at 72°C for 3 min with 33 ng barcoded oligo dT primer (Supplementary Table S1), 4.4 mM dNTPs (Roche, New Zealand), 2 ng of ERCC spike in mix 1 (Life technologies, New Zealand) and 10 U RNase inhibitor (Enzymatics, Beverly, MA, USA). Two microliters of this ERCC-oligo-RNA mix was then added to a 3 μL mix including; 1× PrimeScript™ reaction buffer 0.5 μL PrimeScript™ reverse transcriptase enzyme mix (Takara Bio Inc. Japan), 5.6 mM MgCl_2_ (Roche, New Zealand), 935 mM Betaine (Sigma Aldrich, New Zealand) 2.3 mM DTT and 0.56 μM template switch oligos (TSOs; Supplementary Table S1). First strand cDNA synthesis was then performed with the following protocol; 25°C (5 min), 42°C (90 min), 70°C (15 min), 4°C (hold). The cDNA pool was PCR pre-amplified in a 20 μL reaction using 1× HiFi Kapa PCR mix (Kapa Biosystems Inc., Wilmington, MA, USA), 0.5 μM of primers designed to the sequence within the TSO oligos and to the sequence within the oligodT (Supplementary Table S1). The PCR protocol was as follows; 98°C (3 min) followed by 20 cycles of 98°C (20 s), 70°C (15 s), 72°C (6 min) and a final extension at 72°C (5 min). Agencourt AMPure XP beads (Beckman Coulter, CA, USA) were then used at a 0.6:1 ratio to purify the double-stranded cDNA (Picelli et al., 2014), before quantification using the high-sensitivity (HS) DNA assay on the Qubit^®^ (Life Technologies, New Zealand), according to manufacturer instructions.

RNA was amplified (aRNA) from the double-stranded cDNA using the MessageAmp™ II aRNA amplification kit (Life Technologies, New Zealand). The cDNA pre-amplified samples were combined at equal ng amounts each to total 10 ng of cDNA input and added to the reaction master mix; 4 μL T7 ATP, 4 μL T7 CTP, 4 μL T7 GTP, 4 μL T7 UTP, 4 μL T7 enzyme and 1× T7 reaction buffer, before incubating at 37°C for 14 h. Sixty microliters of nuclease-free water was then added before aRNA purification using the RNeasy^®^ MinElute^®^ clean-up kit (Qiagen, New Zealand). RNA was quantified using the high sensitivity Qubit^®^ RNA assay kit (Life Technologies, New Zealand).

The final cDNA libraries were prepared as follows; all aRNA was treated with 4 U TURBO™ DNase (Ambion, New Zealand) and incubated at 37°C for 15 min before adding 39 μL of UltraPure Distilled Water (Invitrogen, New Zealand). aRNA was then fragmented with 9 μL of Fragmentation buffer (10×; NEBNext^®^ Magnesium RNA Fragmentation, New England Biolabs, New Zealand) and incubated at 94°C for 90 s. Ten microliters of RNA fragmentation stop solution was added and the reaction incubated on ice. The reaction was made up to 100 μL before proceeding to purify the fragmented aRNA using a RNeasy^®^ MinElute^®^ kit.

The fragmented aRNA was reverse transcribed in a reaction with; 2 μL aRNA (~1 μg), 4 μL nuclease-free H2O, 1× PrimeScript™ reaction buffer, 1 μL of PrimeScript™ reverse transcriptase enzyme mix and 1 μL oligo (Second_RT; Supplementary Table S1) using the following protocol; 25°C (5 min), 37°C (30 min) and 85°C (1 min). The resulting first strand cDNA was purified using AMPure XP beads before PCR amplification. The cDNA was added to a master mix of 1× HiFi Kapa PCR mix, 0.5 μM of forward and reverse primer (Supplementary Table S1) and the following PCR protocol was used; 98°C (3 min) followed by six cycles of 98°C (30 s), 65°C (1 min) and 72°C (90 s).

Libraries were sequenced on a MiSeq desktop sequencer using the MiSeq reagent kit v3 (Illumina).

### Bioinformatics

Reads were demultiplexed according to the inline barcode using sabre^1^ before trimming to remove poorer quality sequence at the ends and any remaining polyA tail contamination using the FASTX-Toolkit (Cold Spring Harbor Laboratory, Cold Spring Harbor, NY, USA). After trimming any read <50 nt was discarded. Reads were mapped to ERCC sequences (Life Technologies, New Zealand) or the mouse genome build mm10 using tophat2 (Kim et al., 2013). The resulting alignment BAM files were sorted and indexed using SAMTools (Li et al., 2009). Region coverage was assessed using both RNA-seq QC plot feature in SeqMonk (Babraham Institute, UK) and Picard’s RnaSeqMetrics available in BaseSpace (Illumina). The mean from both applications was used for plotting region-mapping statistics.

The University of California Santa Cruz (UCSC) table browser (Karolchik et al., 2004) was used to download RefFlat annotations in BED format. ERCC annotations were acquired from ERCC Controls Annotations: ERCC RNA Spike-in Control Mixes (Thermo Fisher 2016). Assignment of reads counts was performed using BEDTools multiCov (Quinlan and Hall, 2010).

DEseq2 (version 1.10.1; Love et al., 2014) was used in R studio (R version 3.2.5) for the analysis of differential gene expression. A multi-factor design was used in order to consider the pairing of samples (i.e., group; animal 1–5 and condition; GFPCTB vs. CTB only). Genes were filtered using edgeR (Robinson et al., 2010), leaving only those with ≥10 counts per million in at least 2 samples for differential expression analysis. Genes were considered differentially expressed genes with a false discovery rate (FDR) cut-off ≤0.1. All genes within this cut-off had a log fold-change ≥2.

For unsupervised hierarchical clustering of samples, genes were first ranked according to their variance across all samples, irrespective of sample type. The top 8% most variably expressed genes were then selected for clustering analysis, to remove impact of random variance. The R package pvclust, which calculates an approximately unbiased (AU) and bootstrap (BP) *p*-value for each cluster, was used to cluster the highly variable genes (Suzuki and Shimodaira, 2006). Heatmap generation was performed as described in Clare et al. (2017).

For Gene Ontology (GO) analysis of top expressed genes in our dataset and comparison to previous single cell datasets, the expression data of layer 5 neurons or microglia were obtained from linnarssonlab.org/cortex (Zeisel et al., 2015). GOrilla (Eden et al., 2009) was used to identify enriched terms, with all data sets analyzed on a background gene list obtained through combining the datasets and removal of low-counts (>10 cpm in at least five samples).

### Linear Regression Analysis of External RNA Controls Consortium (ERCC)

R studio was used for linear regression analysis and to plot graphs. Any ERCC sequences that had 0 counts for all samples were removed prior to normalization and transformation of counts. The ERCC spike-in raw counts were normalized as cpm and transformed (log2) for each sample and the average taken for linear regression analysis. The number of molecules spiked in was calculated based on the attomoles/μL for ERCC spike in mix 1 (Thermo Fisher) and the reaction dilution.

### Statistical Analysis of Mapping Rates

To analyze the differences in the proportion of mapping to exonic, intronic and intergenic regions, a two-way ANOVA was used. As this two-way ANOVA showed significant interaction a Tukey’s *post hoc* multiple comparisons test was applied to identify differences in exonic, intronic or intergenic regions between groups. The statistics presented are the result of the multiple comparisons test.

### Term Enrichment Analysis

Term enrichment analysis was performed using the online Database for Annotation, Visualisation and Integrated Discovery (DAVID v6.7) tool: functional annotation (Huang et al., 2007). All genes expressed across the samples were uploaded as the background gene list. The list of differentially expressed genes were separated into two lists, those increased within GFP-positive IT-PNs and those increased in expression within the GFP-negative IT-PNs. Each list was uploaded as a target list gene separately for analysis of enrichment. The categories databases included for term enrichment analysis; GO (biological pathway, cellular component and molecular function), KEGG (Kyoto Encyclopedia of Genes and Genomes) Pathway, InterPro and Protein information resource (PIR) superfamily. The classification stringency was set to high and the EASE score set to 0.5. Enrichment scores were assigned to annotation clusters. These scores are the accumulative geometric mean of the EASE score (a modified Fisher’s exact test in which multiple correction issues are considered; Huang et al., 2007) and displayed as –log10 of the *p*-value (e.g., a score of ≥1.3 is equal to a *p*-value ≤0.05).

### Quantitative PCR

The PCR pre-amplified cDNA from the IT-PN samples (*n* = 3 or 4 of each *Fezf2+ve* and *Fezf2−ve* samples) was analyzed for gene expression using the Roche LightCycler^®^ 480 and SYBR green method (Roche, New Zealand). Briefly each reaction included; 500 nM of each forward and reverse primer (Supplementary Table S2), 1× LightCycler 480 SYBR Green I master mix (Roche, New Zealand) 3 μL of cDNA (diluted 1:9 in RNase/DNase free H_2_O) made to 10 μL with RNase/DNase free H_2_O. Due to low sample availability, the qPCR was run in duplicate in a LightCycler^®^ 480 Multiwell −96 or −384 plate (Roche, New Zealand). A H_2_O negative control reaction was included on each plate for each primer set. The amplification protocol was as follows; 95°C for 5 min followed by 50 cycles of 95°C (5 s), 60°C (5 s), 72°C (10 s). For relative quantification, expression was normalized to two reference genes (*Wdr33* and *Rplp0*) based on the observation of stable expression in the RNA-seq. In order to analyze the expression of *Wdr33* and *Rplp0, Gapdh* was included as the second reference gene. Relative quantification was calculated using the Pfaffl efficiency method (Pfaffl, 2001).

### RT-PCR of Endogenous *Fezf2* Expression

To analyze endogenous *Fezf2* expression in sorted IT-PNs from the *Fezf2-Gfp* mouse, the primers and protocols described in Tantirigama et al. (2016) were used.

## Results

### Retrograde Labeling and FACS-Purification to Isolate *Fezf2*-Positive and *Fezf2*-Negative IT-PNs

Within M1 layer 5 of the mature brain, *Fezf2* defines two very distinct subtypes of IT-PN (Tantirigama et al., 2014). Here, we wanted to investigate what transcriptome differences could underpin two such distinct IT-PN types that reside together in the brain. In order to profile these two subtypes individually we needed to isolate the cells from M1 tissue. Previously, we have injected a retrograde tracer CTB conjugated to fluorophore Alexa 647 (CTB647) in the *Fezf2-Gfp* M1 to label *Fezf2+ve* and *Fezf2−ve* IT-PNs in layer 5 of the contralateral hemisphere (Tantirigama et al., 2014, 2016), assigning a fluorescent profile to these cells. We confirmed that injection of the tracer at two sites in M1 could label GFP(*Fezf2*)+ and GFP(*Fezf2*)- IT-PNs in the opposite hemisphere of the *Fezf2-Gfp* M1 (Figure 1). Live fluorescent labeling of these IT-PN types therefore allowed for FACS-purification of cells from a dissected layer 5 (Figure 1iii).

**Figure 1:**
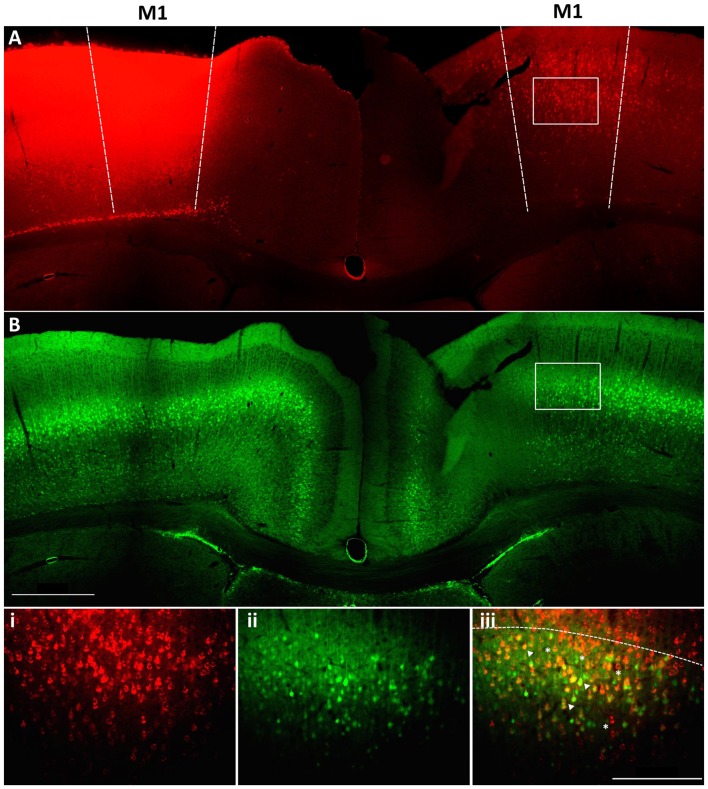
Retrograde labeling to target *Fezf2+ve* and *Fezf2−ve* IT-PNs in M1. A cholera toxin subunit b retrograde tracer conjugated to Alexa 647 (CTB647) was injected into the left hemisphere M1 of a *Fezf2-Gfp* mouse. **(A)** Image shows neurons labeled with retrograde tracer (red). **(B)** *Fezf2*-GFP expression in the same section (green). White box indicates area taken at higher magnification **(i)** CTB647 labeling, **(ii)** GFP expression, **(iii)** overlay of GFP and CTB647. Neurons in the contralateral hemisphere were labeled with CTB647, including *Fezf2*-GFP positive (arrowhead) and *Fezf2*-GFP negative (asterisk) neurons in layer 5. Dashed line in bottom panel indicates layer 2/3 and layer 5 boundary. Image was taken at Bregma 0.4. Scale bar is 500 μm or 200 μm (bottom panel).

In order to isolate the two IT-PN populations, the fluorescent profiles of cells were analyzed, plotting Alexa 647 (CTB647) against GFP and conservative gates were set according to the fluorescent profile of a wildtype (non-fluorescent) sample (Figure 2A). The percentage of GFPCTB+ cells averaged at 6.7% (±0.89, *n* = 5), which was significantly greater than the percentage of CTB+ only cells (2.84% ± 0.33 *n* = 5; *p* = 0.005, paired *t*-test; Figure 2B). This was reflected in the total number of cells collected for each IT-PN type, with an average of 11,280 (±3,810, *n* = 5) GFPCTB+ cells and 4,544 (±1,202, *n* = 5) CTB+ cells collected.

**Figure 2:**
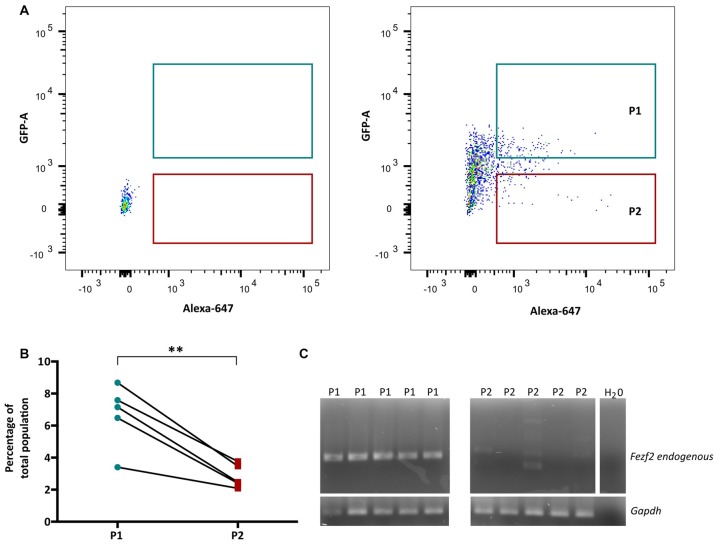
*Fezf2+ve* and *Fezf2−ve* intratelencephalic projection neurons (IT-PNs) are separated according to their fluorescence profiles. **(A)** Representative plot of Alexa 647 (CTB647; x-axis) and GFP detection (y-axis) during FACS. The fluorescence profile of a wildtype animal was used to set the gates for GFPCTB+ (GFP and CTB646; P1) and CTB+ (CTB647; P2) positive cells during sorting. **(B)** Flow cytometry analysis of cells gated as GFPCTB+ or CTB+. The percentage of GFPCTB+ neurons was significantly greater that CTB+ neurons (**p = 0.005, paired *t*-test; *n* = 5). **(C)** RT-PCR analysis of *Fezf2* expression in sorted samples. A specific (324 bp) *Fezf2* product was detected in GFPCTB+ (*Fezf2+ve*) IT-PNs (P1), but not CTB+ (*Fezf2−ve*) IT-PNs (P2). Housekeeping gene *Gapdh* was used as a positive control and detected in all samples (190 bp product).

We have previously shown that endogenous *Fezf2* is detected from a total GFP+ neuronal population isolated from the *Fezf2-Gfp* mouse, validating the reliable reporting of *Fezf2*-expression in this reporter mouse model (Tantirigama et al., 2016). However, *Fezf2* is expressed in diverse populations of neuronal subtypes in mouse M1 (Tantirigama et al., 2016) and this analysis did not separate the neuronal subtypes for individual interrogation of endogenous *Fezf2* expression. Therefore, before RNA-sequencing analysis of the two IT-PN types, RT-PCR was performed to validate the correct separation of these neuronal cell types and determine that *Fezf2* is endogenously expressed in the *Fezf2-Gfp* IT-PNs. Accordingly, the endogenous *Fezf2* amplicon was detected in the GFPCTB+ cell fractions (*n* = 5), whilst there was no amplification of the *Fezf2* product in the CTB+ only samples (*n* = 5; Figure 2C; Supplementary Figure S3).

### Analysis of cDNA Library Quality and RNA-Sequencing

The small numbers of IT-PNs isolated during FACS-purification led to low yields of RNA. In order to perform RNA-seq analysis on these samples, it was therefore necessary to amplify RNA for the generation of cDNA libraries. 

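RNA-seq libraries were made from 5 *Fezf2+ve* and 5 *Fezf2−ve* IT-PN samples, with 1 sample of each type from each of 5 animals. *Fezf2+ve* IT-PNs carried both GFP from the *Fezf2-Gfp* reporter and the retrograde tracer CTB (cholera toxin subunit B), whereas *Fezf2−ve* IT-PNs carried CTB only. The tracer was injected at postnatal day 23 to 25 and cells were collected at postnatal day 28 to 32. The mean FACS yield of *Fezf2+ve* cells was 11280, and that of *Fezf2−ve* cells is given as 4544 in the paper and as 2688 in the sample records. The authors trimmed the reads, mapped them to the mouse genome build mm10 with tophat2, counted them on RefFlat genes with BEDTools multiCov, and deposited these read counts without normalization. BEDTools multiCov counts a read on every listed gene it overlaps. Between 107643 and 203379 reads (median 118134) were counted on genes in the *Fezf2+ve* libraries, and between 89138 and 217738 (median 168711) in the *Fezf2−ve* libraries. This difference was not larger than the spread between animals (exact permutation test of the paired totals, two-sided, p = 0.188, where the smallest p that 5 animals allow is 0.0625). At this depth 3 reads, the smallest number taken as detected, correspond to 13.8 to 33.7 CPM (counts scaled to the same library total), depending on the library. PCR reads without molecular identifiers are not independent molecules, so these floors cover counting error only. Between 3990 and 7918 genes had at least 1 read in a library. The 10 genes with the most reads held between 13.3 and 57.1% of a library's gene reads, and *Sema6a* alone held 35201 of the 118134 gene reads of *Fezf2+ve* library 1. Of the 24453 genes in the count table, the 7409 with at least 10 CPM in at least 2 libraries were tested. Counts were normalized by edgeR's TMM method and compared by its quasi-likelihood test with the animal as a block and Benjamini-Hochberg adjustment. Log2 fold changes are those of *Fezf2+ve* over *Fezf2−ve* IT-PNs, and their standard errors were calculated back from the fold change and the test's F statistic. Levels of single genes are given as the mean of TMM-normalized log2(CPM + 1) over the libraries of a type.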

We used a low RNA input approach to library generation on our isolated neuron samples, which includes both a PCR pre-amplification (Picelli et al., 2014) and IVT amplification (Hashimshony et al., 2012) of the RNA sample. Previous development of this tool has demonstrated robust analysis of gene expression to a single-cell level, successfully delineating different cell types in a mix of PC3 and HeLa cell lines (Day et al., 2018). Our analysis here of a control synthetic RNA spike in (ERCC) showed a significant positive relationship between ERCC coverage from RNA-seq data and the known molecules spiked in (*R*^2^ = 0.914, *p* < 2.2e-16; Supplementary Figure S2), demonstrating that, despite the heavy amplification, there is still an accurate depiction of a known input.

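The ERCC spike-in is a mix of synthetic RNAs that was added to each RNA sample before reverse transcription, and the authors deposited the read counts on its transcripts without normalization. Of the 96 ERCC transcripts in that table, 69 had at least 1 read in any library and 28 had at least 1 read in every library. Between 6251 and 103498 reads per library fell on ERCC transcripts, which was 2.79 to 46.7% of the reads on ERCC transcripts and genes together. This percentage did not differ between the types by more than the spread between animals (exact permutation test of the paired values, two-sided, p = 0.625). The number of molecules spiked in was not used here, so the libraries were compared with each other. Across the 69 transcripts, the squared Pearson correlation of log2(CPM + 1) had a median of 0.726 over the 45 pairs of libraries, and ranged from 0.623 to 0.803. These correlations are across transcripts, which are not independent replicates. The alternative that moved the median most was to keep only the 28 transcripts found in every library, which gave 0.873. The mean log2(CPM + 1) of a transcript over the 10 libraries ranged from 0.34 to 17.68, and the median of its SD was 2.20. In *Fezf2+ve* library 4 the transcript ERCC-00004 held 84.0% of the ERCC reads, whereas the transcript with the most reads held 22.2 to 36.4% in the other 9 libraries. That share was higher in the *Fezf2+ve* library in 5 of 5 animals (exact permutation test of the paired values, two-sided, p = 0.0625, the smallest possible). From the regression on the known number of molecules, the paper concludes that a known input is still depicted accurately after amplification.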

In order to establish the suitability of the low-input RNA-seq method on our samples, we first analyzed a number of metrics that indicate quality of library generation (Adiconis et al., 2013). After trimming and filtering, each sample had between 140,000 and 300,000 reads from sequencing. When mapping these reads back to the mouse genome the average mapping rate was 80.3% (± 6.8, *n* = 10; Table 1). 

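Reads counted on genes amounted to between 88.3 and 112% of the reads mapped to mm10 in Table 1, and exceeded them in 7 of the 10 libraries. The ratio of the reads counted on genes to the mapped reads did not differ between the types by more than the spread between animals (exact permutation test of the paired values, two-sided, p = 0.375). The values given here for genes rest on the reads counted on genes and not on the number of reads after trimming.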

Analysis of the libraries revealed low duplication rates (8.8% ± 0.9, *n* = 10), suggesting a good level of library complexity.

**Table 1:** Mapping rate of RNA-sequencing reads from *Fezf2+ve* and *Fezf2−ve* IT-PN samples (number indicates sample pair).

	Number of processed reads	Number of reads mapped to ERCC	Number of reads mapped to mm10	% of reads mapped to mm10 (post-ERCC read filter)
*Fezf2+ve 1*	303,908	103,498	133,839	66.8
*Fezf2+ve 2*	138,515	10,702	104,034	81.4
*Fezf2+ve 3*	139,117	8,130	110,522	84.4
*Fezf2+ve 4*	200,829	21,938	152,740	85.4
*Fezf2+ve 5*	257,551	18,928	200,475	84.0
*Fezf2−ve 1*	290,156	55,339	167,670	71.4
*Fezf2−ve* 2	153,010	33,131	90,147	75.2
*Fezf2−ve* 3	207,857	11,768	161,652	82.4
*Fezf2−ve 4*	266,148	22,999	207,411	85.3
*Fezf2−ve 5*	231,996	6,251	195,223	86.5

Additionally, we analyzed the proportion of reads mapping to different genomic regions to determine transcript composition. There was no excessive mapping to intergenic regions (10.6% ± 1.2, *n* = 10), with rates similar to those observed in the literature for low RNA input cDNA libraries (Adiconis et al., 2013), indicating minimal contamination from genomic DNA in the library preparations. However, we observed high rates of mapping to intronic sequences in both the *Fezf2+ve* (52% ± 7, *n* = 5) and *Fezf2−ve* (57% ± 5, *n* = 5) IT-PNs, with the largest mapping rate to introns in an individual sample reaching 67%. It has previously been shown that pyramidal cortical neurons retain a similarly high proportion of non-coding regions (Dueck et al., 2015). Therefore, to confirm that the observation of high intronic sequence retention was unique to isolated neurons, we sorted a collection of unspecified cell bodies (mixed neuronal and glia) from wildtype M1 tissue for RNA-seq analysis. Mapping rates to intergenic regions were no different in the mixed samples compared to the IT-PN data. However, the mapping rates to exonic regions were significantly increased when compared to both *Fezf2+ve* (p ≤ 0.01, *n* = 5, 5, 3) and *Fezf2−ve* (*p* < 0.001, *n* = 5, 5, 3) neurons and mapping to intronic regions was significantly decreased (*Fezf2+ve* vs. mixed, *p* < 0.001; *Fezf2−ve* vs. mixed, *p* < 0.0001, *n* = 5, 5, 3; Figure 3; Supplementary Table S3). Thus, it could be concluded that the RNA biology of a neuron-enriched population appears to retain a higher proportion of intronic regions.

**Figure 3:**
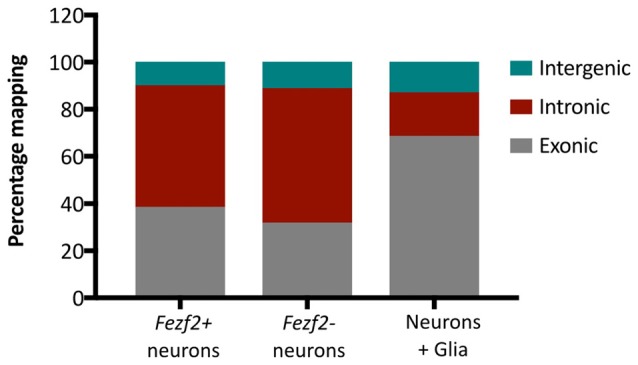
Neuronal mRNA displays increased mapping to intronic regions. Graph shows the mean percentage mapping of reads to exonic, intronic and intergenic regions for mixed neural cells, *Fezf2+ve* IT-PNs and *Fezf2−ve* IT-PNs. Compared to the mixed neural cells there was a significant increase in the mapping of reads to intronic regions from the *Fezf2+ve* IT-PN samples (*p* = 0.0004; two-way ANOVA) and *Fezf2−ve* IT-PNs (*p* < 0.0001, two-way ANOVA) and a significant decrease in mapping to exonic regions (two-way ANOVA; *Fezf2+ve* IT-PNs, *p* = 0.0012; *Fezf2−ve* IT-PNs, *p* = 0.0001). No significant differences were observed for the mapping rates to intergenic regions across all samples and no differences were observed between IT-PN samples.

### IT-PN Types Are Molecularly Distinct According to *Fezf2* Expression

Having assessed the quality of transcriptome data for *Fezf2+ve* and *Fezf2−ve* IT-PNs, we next wanted to determine, in an unbiased manner, whether there was any distinct clustering of samples. In order to do this, we performed unsupervised hierarchical clustering on the top 8% most variable genes across all 10 samples, irrespective of the IT-PN type. This analysis separated the IT-PN samples into two distinct clusters based on the presence or absence of *Fezf2* expression, with an AU *p*-value of >95 for both clusters (Figure 4A). 

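The 593 most variable of the 7409 tested genes (8%) were clustered on log2(CPM + 1) with correlation distance and average linkage. The first split placed 10 of the 10 libraries on the side of their own type. The AU value, from a multiscale bootstrap with 1000 resamples at each of 10 scales, was 97.0% for the cluster of 5 *Fezf2+ve* libraries and 98.7% for that of 5 *Fezf2−ve* libraries, and the bootstrap values were 80.2% and 92.2%. Euclidean distance in place of correlation distance moved this result most and placed 6 of the 10 libraries on the side of their own type. The median correlation distance was 0.846 between libraries of the same type (0.718 to 0.922, 20 pairs) and 0.942 between libraries of different types and different animals (0.827 to 1.06, 20 pairs), so the ranges overlapped. *Fezf2* itself (ENSMUSG00000021743, minus strand of chromosome 14 of GRCm38, which is mm10, from 12342094 to 12348189, protein-coding in GENCODE) had 1 read in the 10 libraries, in *Fezf2+ve* library 5. Its expression was therefore not detectable at this depth and it was not among the tested genes. From the separation of the libraries the paper concludes that the IT-PN types differ clearly at the molecular level.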

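Libraries of different types from the same animal had a median correlation distance of 0.930 (0.830 to 0.972, 5 pairs), which lay within the range of libraries of different types from different animals. After the mean of each type was subtracted from each gene, the deviations of both libraries of an animal had a mean Pearson correlation of 0.028 (-0.030 to 0.097, 5 pairs). The deviations of libraries of different animals had a mean correlation of -0.007 (-0.124 to 0.123, 20 pairs). Deviations from the mean of a type cancel out over its libraries. The mean over different animals therefore largely follows from that of the same animals and is no separate comparison. These correlations are across genes, which are not independent replicates.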

The animal from which the samples were isolated did not influence the grouping. This result highlights the clear molecular differences between the IT-PNs.

**Figure 4:**
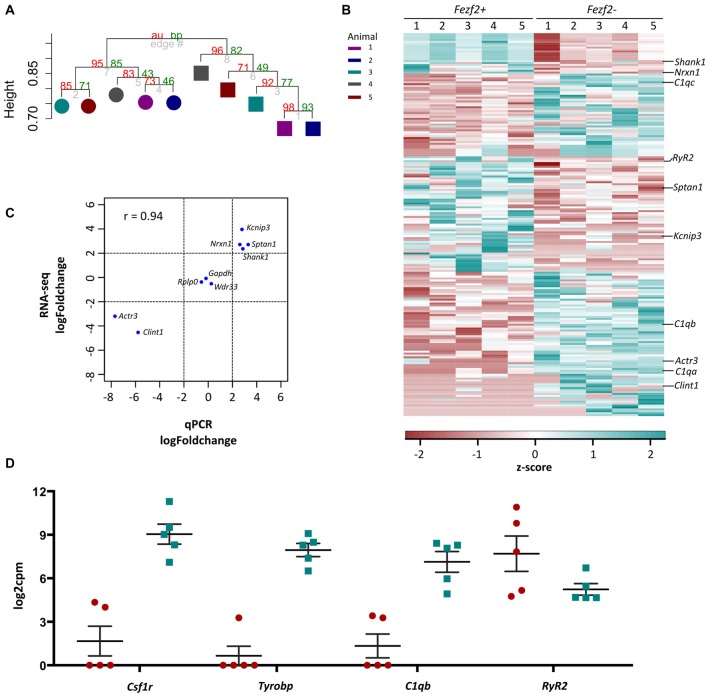
RNA-sequencing analysis of *Fezf2+ve* and *Fezf2−ve* IT-PNs. **(A)** Unsupervised correlation cluster analysis of the top 8% most variable genes across all samples. The approximately unbiased (au) *p*-value is shown as a percentage in red and the bootstrap (bp) *p*-value is in green. The *Fezf2+ve* and *Fezf2−ve* IT-PNs separate into two main clusters with an AU *p*-value > 95. Color key indicates the pairing of samples based on the animal from which they were isolated. **(B)** Heatmap of all significantly changed genes identified between *Fezf2+ve* and *Fezf2−ve* IT-PN samples. Relative changes in gene expression are represented by the z-score of transformed counts for each individual sample. **(C)** Pearson’s correlation analysis of the log fold change for nine genes as analyzed by qPCR data and RNA-seq. A significant positive relationship was observed (*p* = 0.0002). **(D)** Graph shows the log2cpm in *Fezf2+ve* and *Fezf2−ve* IT-PNs of genes of interest, including several microglia-associated genes.

### Differential Expression Analysis of *Fezf2+ve* and *Fezf2−ve* IT-PN RNA-Seq Data Identifies Significant Changes in Their Gene Expression Profiles

The clustering analysis indicated distinct differences in the transcriptome profiles of the *Fezf2+ve* and *Fezf2−ve* IT-PN types. To identify the genes that drove this separation, the RNA-sequencing data was analyzed for any significant changes in expression comparing the *Fezf2+ve* to the *Fezf2−ve* IT-PNs (*n* = 5 of each). Differential expression analysis of the 7,410 genes detected across all IT-PN samples revealed 199 genes that had significantly changed expression between the two IT-PN types (FDR ≤ 0.1, LFC ≥ 2). 

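With the animal as a block, 0 of the 7409 genes had an FDR at or below 0.1, and the smallest adjusted p was 0.993 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p under 0.05 was found for 288 genes, where 370.5 are expected by chance. In a test chosen after this result, types were swapped within animals, and the other splits gave 83 to 203 such genes. With 16 splits no share under 0.05 is possible. Without the block, 279 genes had an FDR at or below 0.1, and the smallest adjusted p was 0.0931 from the same test. The mean correlation of the deviations of both libraries of an animal, which the block takes up, was 0.028. The paper's methods name DESeq2, whose Wald test with the animal as a block was run as an alternative. It called 98 genes without a prior on the fold change and 88 with the prior, with the same Benjamini-Hochberg threshold. The common biological coefficient of variation of the 7409 genes was 1.19. The authors' deposited table lists 199 genes with an adjusted p at or below 0.1. All 199 were tested here and had a fold change of the same sign, which shows no stability because both come from the same counts. Of these genes, 162 had an unadjusted p under 0.05 with the block, 104 had an FDR at or below 0.1 without it, and 92 were called by DESeq2 without the prior.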

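Of the 288 genes with an unadjusted p under 0.05 (edgeR's quasi-likelihood test with the animal as a block), 168 were higher in *Fezf2−ve* and 120 were higher in *Fezf2+ve* IT-PNs. Without the block, 159 of the genes with an FDR at or below 0.1 were higher in *Fezf2−ve* and 120 in *Fezf2+ve* IT-PNs. With the block, DESeq2 called 55 genes that were higher in *Fezf2−ve* and 43 that were higher in *Fezf2+ve* IT-PNs. Among genes that changed the same way in all 5 animals, those with the smallest p and higher expression in *Fezf2−ve* IT-PNs included *Csf1r*, *Ctss*, *P2ry12* and *Selplg*. *Ctss* (chromosome 3 of GRCm38, 95526786 to 95556403, plus strand, protein-coding) had a level of 2.60 ± 2.55 (SD, n = 5) in *Fezf2+ve* and 9.63 ± 0.93 (SD, n = 5) in *Fezf2−ve* libraries. Its log2 fold change was -6.28 (standard error 1.45, adjusted p = 0.993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each animal left out in turn, the log2 fold change of *Ctss* stayed between -6.90 and -5.82. In the other direction the genes with the smallest p were *Phactr3*, *Hps5*, *Aox2*, *Ostf1* and *Elp6*. *Phactr3* (chromosome 2, 178118975 to 178338492, plus strand, protein-coding) had a level of 6.81 ± 2.66 (SD, n = 5) in *Fezf2+ve* and 2.59 ± 1.54 (SD, n = 5) in *Fezf2−ve* libraries, where none had more than 3 reads, so that it was at least 14.6-fold higher in *Fezf2+ve* IT-PNs. Of its reads, 59.2% came from *Fezf2+ve* library 2. Its log2 fold change was 4.56 (standard error 1.28, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with the block called *Ctss* (adjusted p = 8.8e-05, Benjamini-Hochberg) and *Phactr3* (adjusted p = 0.0268, Benjamini-Hochberg).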

Of these genes, 118 had increased expression in the *Fezf2−ve* IT-PNs and 81 had increased expression in the *Fezf2+ve* IT-PNs (Figure 4B; Supplementary Table S4).

In order to technically validate the gene expression changes identified by RNA-seq, we performed qPCR on the pre-amplified cDNA from *Fezf2+ve* and *Fezf2−ve* IT-PNs. We analyzed nine genes (*n* = 3 or 4 mice for each IT-PN type), including three genes with unchanged expression (*Gapdh, Wdr33* and *Rplp0*), four genes that had significantly increased expression in *Fezf2+ve* IT-PNs (*Kcnip3, Sptan1, Shank1* and *Nrxn1*) and two genes that had significantly increased expression in *Fezf2−ve* IT-PNs (*Actr3* and *Clint1*). 

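In the RNA-seq libraries, *Gapdh* had a log2 fold change of -0.02 (standard error 1.20), *Wdr33* of -0.49 (standard error 1.19) and *Rplp0* of -0.36 (standard error 1.05), none of them larger than its standard error. *Gapdh* had between 0 and 35 reads per library, *Rplp0* between 1 and 16 and *Wdr33* between 0 and 4, so these values carry little precision. The sign of the fold change of *Gapdh* and *Rplp0* reversed when all libraries were downsampled to the same number of reads, to 0.083 and 0.055, while the median log2 fold change of all genes moved from -0.16 to -0.04. *Kcnip3* (chromosome 2 of GRCm38, 127456498 to 127522094, minus strand) had a log2 fold change of 4.65 (standard error 1.77), and 81.3% of its reads came from 1 library. The log2 fold change was 3.21 (standard error 1.41) for *Sptan1* and 2.80 (standard error 1.34) for *Shank1*. *Kcnip3*, *Sptan1* and *Shank1* were each higher in *Fezf2+ve* libraries in 4 of 5 animals. *Actr3* (chromosome 1, 125392905 to 125435727, minus strand) was lower in *Fezf2+ve* libraries in 5 of 5 animals, with a log2 fold change of -3.75 (standard error 1.50). *Clint1* (chromosome 11, 45852051 to 45910625, plus strand) had 0 reads in every *Fezf2+ve* library and 216 reads in the *Fezf2−ve* libraries, of which 97.2% came from 1 library. Its mean CPM was at least 9.35-fold lower in *Fezf2+ve* libraries, a bound that rests on that library. The other *Fezf2−ve* libraries had 0 to 3 reads. For each of these genes the adjusted p over all tested genes was 0.998 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over each list alone, 0 of the 3 genes listed as unchanged and 2 of the 2 listed as higher in *Fezf2−ve* IT-PNs had an FDR at or below 0.1 in the same test, which shows no stability because the lists are the paper's calls on these data. DESeq2 with the block called *Kcnip3* and *Shank1* over all genes (adjusted p = 0.0553 and 0.0981, Benjamini-Hochberg), and edgeR without the block called *Clint1* (adjusted p = 0.0931, Benjamini-Hochberg).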

A significant correlation was observed between the log-fold changes in expression identified by qPCR when compared to the RNA-sequencing data (*r* = 0.93, *p* < 0.001; Figure 4C).

### Term Enrichment Analysis Reveals Distinct Functional Roles for the Unique Gene Expression Profiles of *Fezf2+ve* and *Fezf2−ve* IT-PNs

*Fezf2+ve* and *Fezf2−ve* IT-PNs have distinct morphological and electrophysiological differences (Tantirigama et al., 2014). Analysis of differentially expressed genes could reveal genes of interest that may be important for these unique functional differences. We used DAVID to analyze genes with either increased expression in *Fezf2+ve* or *Fezf2−ve* IT-PNs, separately.

Functional annotation clustering of genes increased in *Fezf2+ve* IT-PNs identified three clusters with significant enrichment (−log10 *p*-value ≥ 1.3; Figure 5A; Supplementary Table S5). The top cluster was an enrichment of mRNAs encoding proteins that contain an EF-hand calcium-binding domain. 

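Reads of 5 genes for EF-hand proteins, *Kcnip3*, *Sptan1*, *Ryr2*, *Ppp3r1* and *S100a16*, were compared between the types. After normalization, *Ryr2* (chromosome 13 of GRCm38, 11553102 to 12106945, minus strand), *Ppp3r1* (chromosome 11, 17159263 to 17200375, plus strand) and *S100a16* (chromosome 3, 90537254 to 90543151, plus strand) were higher in *Fezf2+ve* libraries in 5 of 5 animals (exact permutation test of the paired levels, two-sided, p = 0.0625, the smallest possible). In some animals this direction rested on few reads and on the scaling of the libraries. *Ryr2* had 3 reads in the *Fezf2+ve* and 4 in the *Fezf2−ve* library of animal 1, and 4 in each of animal 3. In animal 4, *Ppp3r1* had 2 reads in each library, and *S100a16* had 2 in the *Fezf2+ve* and 1 in the *Fezf2−ve* library. *Ppp3r1* had a level of 7.06 ± 1.97 (SD, n = 5) in *Fezf2+ve* and 3.98 ± 0.93 (SD, n = 5) in *Fezf2−ve* libraries, and a log2 fold change of 3.21 (standard error 1.19, unadjusted p = 0.0132). *S100a16* had a level of 7.67 ± 2.07 (SD, n = 5) in *Fezf2+ve* and 4.80 ± 1.84 (SD, n = 5) in *Fezf2−ve* libraries, and a log2 fold change of 2.87 (standard error 1.17, unadjusted p = 0.023). The adjusted p over all tested genes was 0.998 for each of the 5 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ppp3r1* was called both by edgeR without the block (adjusted p = 0.0931, Benjamini-Hochberg) and by DESeq2 with it (adjusted p = 0.0876, Benjamini-Hochberg), whereas *Ryr2*, *Sptan1* and *S100a16* were called by neither.

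**Figure D1:**
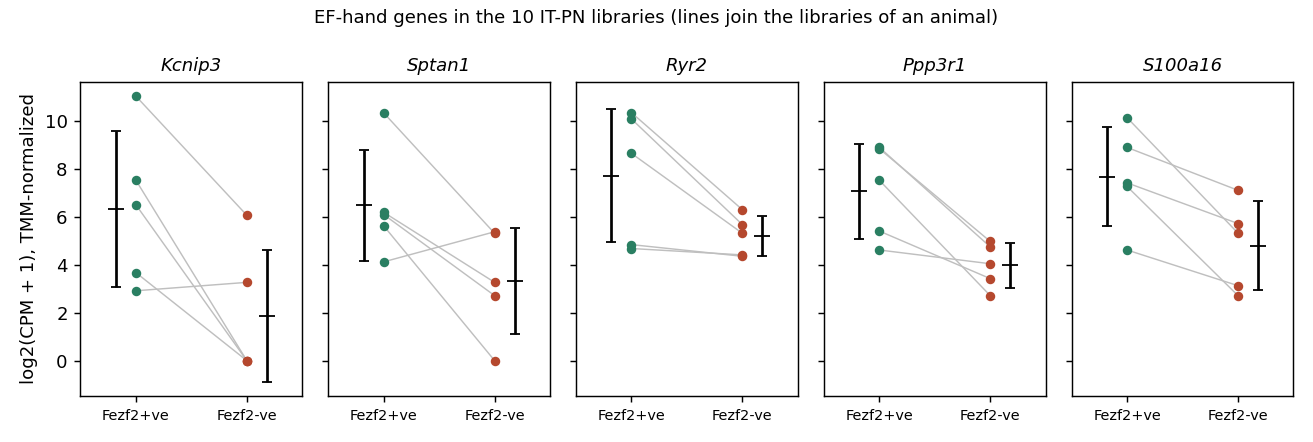
TMM-normalized log2(CPM + 1) of 5 EF-hand genes in the 5 *Fezf2+ve* (green) and 5 *Fezf2−ve* (red) libraries. Points are libraries, grey lines join the libraries of an animal, and the bars beside the points give the mean and SD of each type. *Ryr2*, *Ppp3r1* and *S100a16* were higher in the *Fezf2+ve* library of each of the 5 animals, and *Kcnip3* and *Sptan1* in 4 of them. In some animals both libraries had at most 4 reads of the gene, so that the direction rested on the scaling.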

Genes included in this category were *Kcnip3, Nrxn1, Sptan1, RyR2, Ppp3r1* and *S100a16*. The first three of these were included in the qPCR validation of differential expression (Figure 4C), with the increased expression in *Fezf2+ve* IT-PNs confirmed. 

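*Jup* (chromosome 11 of GRCm38, 100368958 to 100397763, minus strand) had 5, 826, 3, 0 and 3 reads in the *Fezf2+ve* libraries of animals 1 to 5, and 1 read in the *Fezf2−ve* libraries. Its mean CPM was at least 57.4-fold higher in *Fezf2+ve* libraries, a ratio that rests on library 2 and that the other animals do not show. The fitted log2 fold change was 5.57 (standard error 2.36), and ranged from 3.33 to 8.68 with each animal left out in turn, and DESeq2 with the block gave 4.35. *Bzrap1* (chromosome 11, 87760541 to 87785928, plus strand) had a log2 fold change of 4.09 (standard error 1.56), *Srgap1* (chromosome 10, 121780991 to 122047315, minus strand) of 3.71 (standard error 1.55) and *Ostf1* (chromosome 19, 18516137 to 18631823, minus strand) of 3.31 (standard error 1.18). After normalization, these 3 genes were higher in *Fezf2+ve* libraries in 5 of 5 animals. Some of these directions rested on the scaling of the libraries. *Bzrap1* had 9 reads in the *Fezf2+ve* and 12 in the *Fezf2−ve* library of animal 1. *Srgap1* had 18 and 19 reads in those of animal 4. In *Srgap1* 62.2% of the reads came from 1 library. *Vat1l* (chromosome 8, 114205612 to 114374071, plus strand) had a log2 fold change of -0.18 (standard error 1.29) and was higher in *Fezf2+ve* libraries in 2 of 5 animals, with 0 to 23 reads per library. Its fold change without the block was 1.00. The adjusted p over all tested genes was 0.998 for each of these 5 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over each list alone, which shows no stability because the lists are the paper's calls on these data, 3 of the 3 contractile-fiber genes and 5 of the 6 SH3-domain genes, all but *Vat1l*, had an FDR at or below 0.1. With the block, DESeq2 called *Bzrap1* (adjusted p = 0.0694, Benjamini-Hochberg) and *Srgap1* (adjusted p = 0.0478, Benjamini-Hochberg), and edgeR without the block called *Jup* and *Srgap1* (adjusted p = 0.0931 for both, Benjamini-Hochberg).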

Additionally, we observed enrichment in genes associated with contractile fiber (*Sptan1, Jup* and *RyR2*) and mRNAs encoding proteins containing an SH3 domain (*Bzrap1, Srgap1, Sptan1, Ostf1, Vat1l* and *Shank1*). All of these annotation clusters were unique to the *Fezf2+ve* IT-PN increased genes.

**Figure 5:**
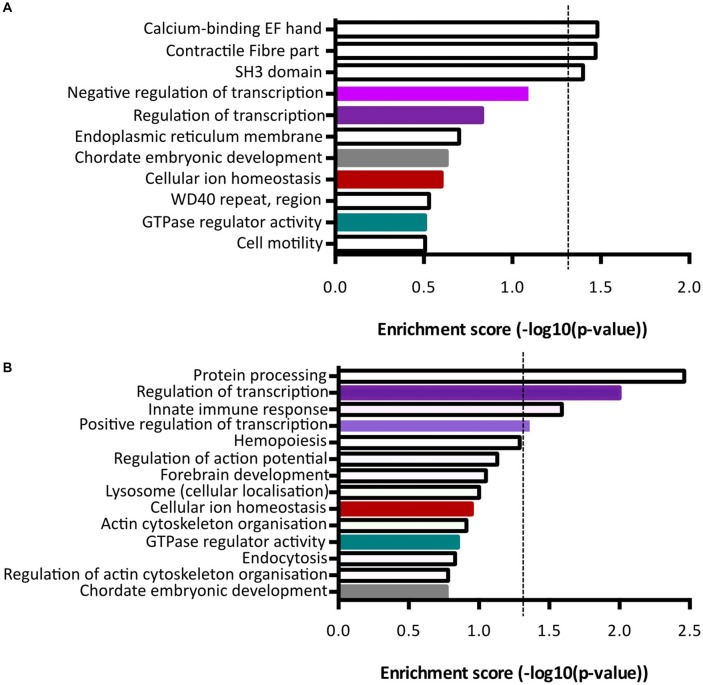
Term enrichment analyses of *Fezf2+ve* or *Fezf2−ve* IT-PN enriched genes. Genes that were enriched in *Fezf2+ve* and *Fezf2−ve* IT-PNs were analyzed separately for term enrichment **(A)** *Fezf2+ve* IT-PN enriched genes and **(B)** *Fezf2−ve* IT-PN enriched genes. The red dashed line indicates the significance cut off point (≥1.3), which is equivalent to *p*-value ≤ 0.05. Clusters common to both IT-PN types are color-coded accordingly. Shades of purple indicate clusters that all have a common role in transcription.

Analysis of genes with increased expression in *Fezf2−ve* IT-PNs revealed four clusters with significant enrichment (Figure 5B; Supplementary Table S6). These include three processes essential for cell function; protein processing (*C1qa, C1qb, C1qc, Srgn* and *Spcs2*), transcription regulation (*Atf4, Zfp36, Med12l, Zfhx3, Klf3, Egr1, Ikzf1, Btg2, Crebbp, Tnfrsf1b, Foxp2, Mitf, Selt, Zmiz1, Zf169, Arid3b, Runx1, Ncoa3, Tfdp2* and *Kdm2b*) and positive regulation of transcription (*Atf4, Klf3, Mitf, Efr1, Ikzf1, Zmiz1, Runx1* and *Crebbp*). Similarly, transcriptional regulation was an annotation cluster identified amongst the genes that were increased in *Fezf2+ve* IT-PNs, however this cluster was not significantly enriched (*Trps1, Zfhx4, Arhgap35, Mllt1, Kcnip3, Tada2a, Epas1, Tcf4, Nrg1, Pbx1, Per*3 and *Lrrfip*; Figure 5A). 

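Of the protein-processing genes, *Spcs2* (chromosome 7 of GRCm38, 99837569 to 99863462, minus strand) had a log2 fold change of -3.29 (standard error 1.48) and was higher in *Fezf2−ve* libraries in 4 of 5 animals. *Srgn* (chromosome 10, 62493833 to 62527451, minus strand) had 0 reads in every *Fezf2+ve* library and 99 reads in the *Fezf2−ve* libraries, of which 92.9% came from 1 library. Its mean CPM was at least 4.72-fold lower in *Fezf2+ve* libraries, a bound that rests on that library. The other *Fezf2−ve* libraries had 0 to 5 reads. With *C1qa*, *C1qb* and *C1qc* included, 5 of the 5 protein-processing genes had an FDR at or below 0.1 when adjusted over the list alone, which is made of the paper's calls on these data and so shows no stability, and 0 when adjusted over all tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 20 transcription regulators listed for *Fezf2−ve* IT-PNs, 19 were found by name in the count table and tested, with *Zf169* not matched. Of these, 18 were higher in *Fezf2−ve* libraries, with a median log2 fold change of -3.56 over the 19 genes, and 16 had an unadjusted p under 0.05. The fold changes ranged from -6.55 for *Crebbp* to 0.60 for *Selt*. *Crebbp* had 1 read in *Fezf2+ve* and 1081 reads in *Fezf2−ve* libraries, so the size of its fold change is not determined. *Klf3* had 4 reads in *Fezf2+ve* and 5 reads in *Fezf2−ve* libraries, and *Selt* 5 and 6 reads. None had an FDR at or below 0.1 with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smallest adjusted p 0.998), whereas 11 were called without the block and 9 by DESeq2 with the block. In the median gene of the list, 61.7% of the reads came from 1 library.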

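Of the 12 regulators listed for *Fezf2+ve* IT-PNs, 11 were found by name in the count table, with *Lrrfip* not matched. All 11 were higher in *Fezf2+ve* libraries, with log2 fold changes of 3.36 to 6.09 (median 4.65), and 8 had an unadjusted p under 0.05. The highest value was that of *Mllt1*, with 74 reads in *Fezf2+ve* and 0 in *Fezf2−ve* libraries, so its size is not determined. None had an FDR at or below 0.1 over all tested genes with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas 7 were called without the block and 8 by DESeq2 with it. In the median gene 72.2% of the reads came from 1 library. Over both lists, 28 of the 30 tested regulators had an FDR at or below 0.1 when adjusted over the 30 alone in the same test, which shows no stability because the lists are the paper's calls on these data.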

The presence of a transcriptional regulation cluster amongst both *Fezf2+ve* and *Fezf2−ve* enriched genes could indicate important regulatory genetic factors unique to each IT-PN type.

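The genes of the complement C1q chains lie side by side on the minus strand of chromosome 4 of GRCm38, *C1qb* from 136880129 to 136886187, *C1qc* from 136889804 to 136893065 and *C1qa* from 136895917 to 136898803, and do not overlap. *C1qa* had 2 reads in the *Fezf2+ve* and 4 to 46 reads in each of the *Fezf2−ve* libraries, and was at least 5.06-fold lower in *Fezf2+ve* IT-PNs. *C1qb* had 2 reads in the *Fezf2+ve* and 6 to 55 reads in each of the *Fezf2−ve* libraries, and was at least 7.11-fold lower. *C1qc* had 3 to 9 reads in each *Fezf2+ve* and 7 to 274 reads in each *Fezf2−ve* library, and a log2 fold change of -2.97 (standard error 1.25). *Tnfrsf1b* (chromosome 4, 145213463 to 145246870, minus strand) had a log2 fold change of -3.21 (standard error 1.52), and 837 of its reads, or 95.7%, came from *Fezf2−ve* library 5. After normalization, all 4 genes were higher in *Fezf2−ve* libraries in 5 of 5 animals (exact permutation test of the paired levels, two-sided, p = 0.0625, the smallest possible). *Tnfrsf1b* had 4 reads in each library of animal 2, so that its direction there rested on the scaling. *Wdr43* (chromosome 17, 71615895 to 71659031, plus strand) had 0 to 11 reads per library and was higher in *Fezf2−ve* libraries in 3 of 5 animals, with a log2 fold change of -2.06 (standard error 1.99). It had at most 1 read in any *Fezf2+ve* library, so the size of this fold change is not determined. The adjusted p was 0.998 for each of these 5 genes over all tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 5, all but *Wdr43*, had an FDR at or below 0.1 over the list alone, which shows no stability where the list is made of the paper's calls on these data. Over all genes, DESeq2 with the block called *C1qa*, *C1qb* and *C1qc* (adjusted p = 0.0351, 0.00878 and 0.0935, Benjamini-Hochberg), and edgeR without the block called these 3 genes and *Tnfrsf1b* (adjusted p = 0.0931 to 0.0934, Benjamini-Hochberg).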

Another significantly enriched cluster of interest, unique to the genes with increased expression in *Fezf2−ve* IT-PNs, was a role in the biological process; innate immune response (*C1qa, C1qb, C1qc, Wdr43* and *Tnfrsf1b*). A number of genes that are considered enriched in microglia were amongst the genes with increased expression in *Fezf2−ve* IT-PNs, including *C1q*, *Csf1r, Tyrobp* (Figure 4D; Zhang et al., 2014) and *Siglech* (Kopatz et al., 2013). 

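*Csf1r* (chromosome 18 of GRCm38, 61100598 to 61132149, plus strand) had 0 to 3 reads in each *Fezf2+ve* and 28 to 534 reads in each *Fezf2−ve* library, and was at least 37.2-fold lower in *Fezf2+ve* IT-PNs. Of its reads, 68.3% came from *Fezf2−ve* library 5. Its log2 fold change was -6.96 (standard error 1.54, adjusted p = 0.993 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -6.89 without the block (adjusted p = 0.0931 from the same test). *Tyrobp* (chromosome 7, 30413760 to 30417585, plus strand) had 1 read in the *Fezf2+ve* and 19 to 73 reads in each of the *Fezf2−ve* libraries, and was at least 12.3-fold lower in *Fezf2+ve* IT-PNs. *Siglech* (chromosome 7, 55768178 to 55778925, plus strand) had 3 reads in the *Fezf2+ve* and 3 to 33 reads in each of the *Fezf2−ve* libraries, and was at least 3.70-fold lower in *Fezf2+ve* IT-PNs. Library 2 of the *Fezf2−ve* type held 50.8% of the *Siglech* reads. DESeq2 with the block called *Csf1r* and *Tyrobp* (adjusted p = 8.8e-05 and 0.00107, Benjamini-Hochberg) and gave no adjusted p for *Siglech*. Without the block, edgeR also called *Tyrobp* and *Siglech* (adjusted p = 0.0931 and 0.0978, Benjamini-Hochberg). A list of 30 microglial marker genes, which includes the 6 genes of the paper's list, was also tested as a set, with 28 members among the tested genes. All 28 were higher in *Fezf2−ve* libraries, with a median log2 fold change of -3.69. The adjusted p of the set was 0.0108 with the block and 6.8e-04 without it (fry rotation test, two-sided, Benjamini-Hochberg over the marker lists). The set passed an FDR of 0.05 in 2 of the 5 fits that each left out 1 animal, with adjusted p-values up to 0.0839 and a median log2 fold change of -4.51 to -3.17 (same fry test). The mean level of the set was 1.84 ± 0.60 (SD, n = 5) in *Fezf2+ve* and 6.03 ± 0.86 (SD, n = 5) in *Fezf2−ve* libraries, and was higher in *Fezf2−ve* libraries in 5 of 5 animals. Reads on these genes made up 0.0112 to 0.0356% of the gene reads in *Fezf2+ve* and 0.432 to 0.914% in *Fezf2−ve* libraries.

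**Figure D2:**
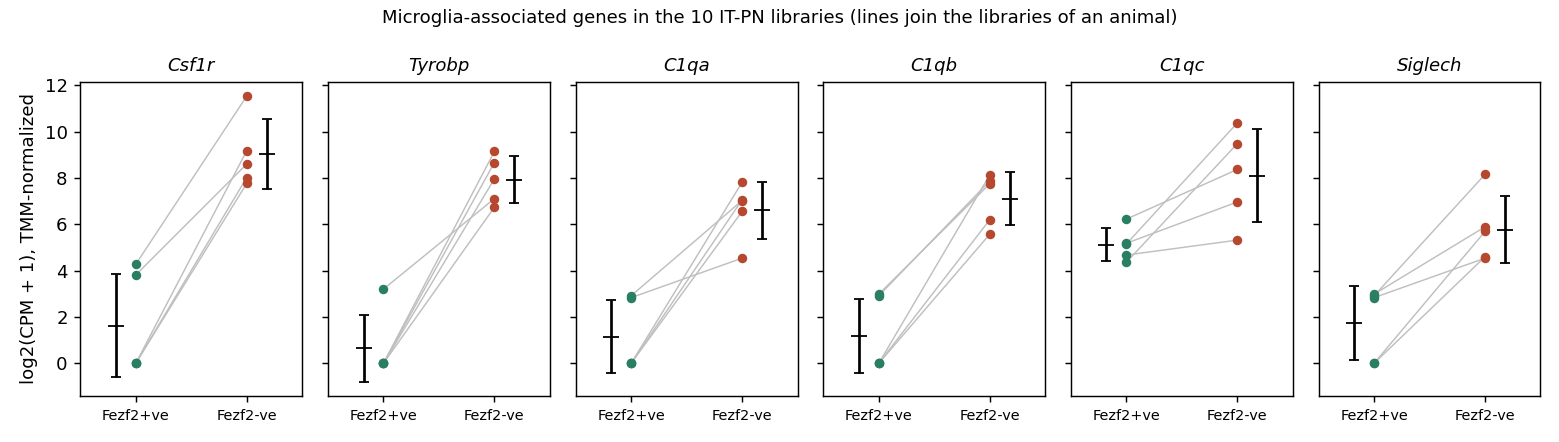
TMM-normalized log2(CPM + 1) of 6 microglia-associated genes in the 5 *Fezf2+ve* (green) and 5 *Fezf2−ve* (red) libraries. Points are libraries, grey lines join the libraries of an animal, and the bars beside the points give the mean and SD of each type. Each gene was higher in the *Fezf2−ve* library of each of the 5 animals, and every *Fezf2+ve* library had 0 to 3 reads of each gene except *C1qc*.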

Whilst these IT-PNs display expression of classically microglial-associated genes, analysis of enriched GO terms amongst the top expressed genes in our samples were accordingly associated with neuronal processes (Supplementary Table S7). 

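When genes were ranked by their mean CPM, 9 of the 30 microglial marker genes were among the 1000 most highly expressed genes over all 10 libraries, 0 among those of the *Fezf2+ve* and 17 among those of the *Fezf2−ve* libraries. Of 12 pan-neuronal marker genes, 0 were among the 1000 most highly expressed genes over all libraries, 1 (*Map2*) among those of the *Fezf2+ve* and 0 among those of the *Fezf2−ve* libraries. *Csf1r* ranked 245 in *Fezf2−ve* and 5807 in *Fezf2+ve* libraries, and *Tyrobp* 491 in *Fezf2−ve* and 9290 in *Fezf2+ve* libraries. The gene with the highest mean over all libraries was *Sema6a*, with 98.9% of its reads from 1 library. The GO terms were not recomputed, because the annotation was not used here.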

We further compared the GO terms identified from the top expressed genes of layer 5 neurons and microglial cells from Zeisel et al. (2015). This revealed a common overlap in neuronal associated enriched GO terms between our data and the layer 5 neurons. Importantly a role in immune system process was enriched amongst the top genes expressed in microglia, but did not overlap with either our dataset or the layer 5 neurons (Supplementary Table S7). Moreover, *C1q*, *Csf1r* and *Tyrobp* were recently identified as a cluster of genes with unique expression in a group of IT-PNs that project their axons transcallosally (Molyneaux et al., 2015). Together, this supports the unexpected finding of enriched immune-related gene expression in the *Fezf2−ve* IT-PNs.

### Immunohistochemistry of RYR2 Expression in Layer 5 IT-PNs Validates RNA-Seq Data

Functional annotation indicated an importance for calcium flux in *Fezf2+ve* IT-PNs (Figure 5A). Accordingly, the tufted appearance of *Fezf2+ve* IT-PNs (Tantirigama et al., 2014) suggests enhanced calcium flux associated with the dendritic calcium spikes seen in layer 5 cortical neurons (Schiller et al., 1997) and the genes identified in this cluster could therefore be particularly important to the phenotype of this IT-PN type. For example, RyR2 is involved in calcium induced calcium release from internal stores (Adasme et al., 2011) and could enhance calcium flux in *Fezf2+ve* IT-PNs. We were therefore interested in validating the differential expression of this particular mRNA (Figures 4B,C) at the protein level. 

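*Ryr2* had 3, 199, 4, 34 and 177 reads in the *Fezf2+ve* libraries of animals 1 to 5, and 4, 9, 4, 5 and 9 reads in the *Fezf2−ve* libraries of the same animals. Its level was 7.72 ± 2.78 (SD, n = 5) in *Fezf2+ve* and 5.21 ± 0.83 (SD, n = 5) in *Fezf2−ve* libraries. The log2 fold change was 2.68 (standard error 1.25, unadjusted p = 0.0453, adjusted p = 0.998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and stayed between 2.03 and 3.18 with each animal left out in turn. Neither edgeR without the block (adjusted p = 0.105, Benjamini-Hochberg) nor DESeq2 with it (adjusted p = 0.156, Benjamini-Hochberg) called the gene at an FDR of 0.1.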

RYR2 expression in M1 tissue was observed in the cytoplasm of the cell soma and within the dendrites (Figure 6Ai). Our purification of IT-PNs for RNA-seq isolated only the cell bodies, therefore we focused on quantifying the RYR2 expression within the cell bodies of *Fezf2+ve* (GFP and CTB647-positive) or *Fezf2−ve* (CTB647-positive) IT-PNs. Expression of RYR2 was detected in both *Fezf2+ve* and *Fezf2−ve* IT-PNs of layer 5 M1 (Figure 6Aii), however RYR2 expression was significantly reduced in *Fezf2−ve* IT-PNs, compared with *Fezf2+ve* IT-PNs (−18.5%; *p* < 0.05, paired *t*-test, *n* = 3; Figure 6B).

**Figure 6:**
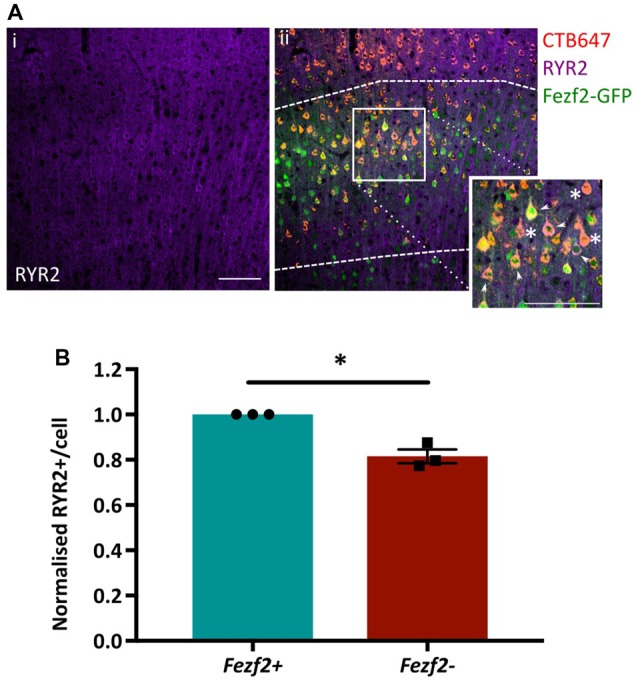
Validation of enriched RYR2 expression in *Fezf2+ve* IT-PNs by immunohistochemistry. Coronal sections from CTB647 injected *Fezf2-Gfp* mouse were labeled for Ryanodine receptor 2 (RYR2) expression and images captured in M1. **(Ai)** RYR2 expression in M1. **(ii)** Image shows co-expression of RYR2 (purple) with *Fezf2+ve* IT-PNs (green and red; arrowhead) and *Fezf2−ve* IT-PNs (red; asterisk). Dashed lines indicate layer 5 from which cells were selected for quantification. Scale bar is 100 μm. **(B)** Normalized percentage area of cell body labeled for RYR2 expression in *Fezf2+ve* and *Fezf2−ve* IT-PNs. There is a significant decrease of RYR2 protein expression in *Fezf2−ve* IT-PN cell bodies (*p* < 0.05, paired *t*-test, *n* = 3; ± SEM).

## Discussion

Our recent identification of two distinct IT-PN types in layer 5 M1 indicated common PN types that likely have unique roles in the M1 circuitry (Tantirigama et al., 2014). Here, we applied FACS and low-input RNA-seq methods to identify the transcriptome profiles that underpin these distinct IT-PN types. We demonstrate that there are clear differences in the transcriptome profiles of the *Fezf2−ve* and *Fezf2+ve* IT-PN types (Figure 5A) and identify 199 genes that have significantly changed expression. Importantly, we provide technical (qPCR) and separate biological validation of RYR2 protein expression, which provides support for the accuracy of this RNA-seq platform in identifying gene expression changes from low-RNA input. Additionally, we used term enrichment analysis of the enriched gene sets from *Fezf2+ve* and *Fezf2−ve* IT-PNs to investigate the functional implications. Together these analyses reveal the unique gene expression profile of these two IT-PN types and identify a number of interesting targets for future investigation. As only one protein target has been validated here, future validation of targets identified would strengthen the functional impact of these findings.

The analysis of transcript composition of RNA from the IT-PN samples demonstrated a high rate of mapping to intronic regions. As the mapping to intergenic regions was not greater than expected (Adiconis et al., 2013), this was unlikely to be genomic DNA contamination. The excessive intronic sequence could be a result of unspliced pre-mRNA present in the sample and certainly this high level of intronic mapping was observed in studies sequencing RNA isolated from neuronal nuclei (Lake et al., 2016). However, when a mixed population of cells were isolated from M1 tissue, mapping to intronic regions was significantly lower, suggesting the observation is unique to neuronal populations. Dueck et al. (2015) found that, particularly with cortical pyramidal neurons, there were increased rates of mapping to non-coding regions (>60%). Furthermore, intronic sequences are known to be important for transporting mRNA to the dendrites (Buckley et al., 2011), indicating a biological importance for retaining intronic sequences in neuronal mRNAs. Alternatively, the high mapping to introns in neurons could reflect a higher proportion of cytoplasmic poly-adenylated non-coding RNAs transcribed from intronic regions, which are considered to play an important maintenance role in the brain (Quan et al., 2017). Regardless of the source, our data, supported by findings in the literature, indicates that a high proportion of intronic regions are an accurate representation of neuronal RNA biology.

Functional analysis of M1 layer 5 IT-PN phenotypes revealed stark differences in the functional phenotypes of *Fezf2+ve* and *Fezf2−ve* IT-PNs (Tantirigama et al., 2014). A number of unique features in the *Fezf2+ve* IT-PN phenotype indicated a difference in calcium flux in these neurons. For example, active calcium signals are generated in the apical tuft (Bar Ilan et al., 2011), a morphological feature of *Fezf2+ve* IT-PNs, but absent in *Fezf2−ve* IT-PNs. Furthermore, *Fezf2+ve* IT-PNs also display a wider action potential (Tantirigama et al., 2014), indicative of enhanced calcium influx (Schiller et al., 1997; Kim et al., 2005; Bean, 2007). Here, our analysis of the *Fezf2+ve* gene expression profiles showed a significant enrichment of protein-encoding mRNAs that contain an EF-hand calcium-binding domain, which provides further support for a difference in the calcium flux of the *Fezf2+ve* IT-PNs. *RyR2* was a *Fezf2+ve* IT-PN enriched gene identified within this EF-hand domain annotation cluster. RYR2 is a calcium channel that mediates release of intracellular calcium stores from the endoplasmic reticulum via calcium-induced calcium release (Adasme et al., 2011), which could be critical for regenerative active calcium signaling in the tufts of *Fezf2+ve* IT-PNs (Schiller et al., 1997). Additionally, RYR2-mediated calcium release is important for synaptic plasticity (Adasme et al., 2011), with RYR2 and RYR3 required for bone derived neurotrophic factor-stimulated dendritic spine re-modeling (Adasme et al., 2011). RYR2 could be a key player in maintaining the unique apical tuft morphological feature, observed in *Fezf2+ve* IT-PNs. Here, we demonstrate biological validation of increased RYR2 protein expression in *Fezf2+ve* IT-PNs. In the future, it would be intriguing to investigate the effects of reducing RYR2 protein expression on the *Fezf2+ve* IT-PN functional phenotypes.

In the *Fezf2−ve* IT-PNs 118 genes had increased expression. Surprisingly, term enrichment analysis identified overrepresentation of genes associated with the innate immune response. Genes associated with this cluster included those encoding the three C1q chains (a–c). These form the C1q protein, which can bind directly to an antigen and trigger the classical complement cascade (Stevens et al., 2007). The C1q genes and several other genes enriched in *Fezf2−ve* IT-PNs (*Csf1r, Tryobp* and *Siglech*) are related to the immune system and are enriched in microglia (Kopatz et al., 2013; Zhang et al., 2014). However, despite a generalized association of these factors with microglia in the brain, expression of such genes also occurs in neurons (Stevens et al., 2007; Luo et al., 2013; Molyneaux et al., 2015; Guan et al., 2016), though comparatively at lower levels (Mancarci et al., 2017). A recent study performed extensive RNA-sequencing analysis on isolated callosal PNs, corticospinal PNs and cortico-thalamic PNs. Interestingly, the *C1q*, *Csf1r, Tyrobp* and *Siglech* genes were all identified in a cluster of genes with a similar pattern of enriched expression in CPNs (Molyneaux et al., 2015). Moreover, single-cell RNA-seq data from the S1 demonstrates that the same genes are detected almost uniquely in layer 5a pyramidal neurons, compared to other pyramidal neurons (Zeisel et al., 2015). Here, the isolation of *Fezf2−ve* IT-PNs from layer 5a of M1 has allowed the novel identification of enriched microglial-associated gene expression in a specific subset of IT-PN. The role for many of these immune-related genes in neurons has not yet been investigated. However, recent work suggests neuronal expression of C1q proteins is important in targeting synapses for microglial elimination (Stevens et al., 2007; Chu et al., 2010; Schafer et al., 2012; Bialas and Stevens, 2013; Hong et al., 2016). *Fezf2−ve* IT-PNs demonstrate a less complex morphology, lacking the apical tuft observed in *Fezf2+ve* IT-PNs (Tantirigama et al., 2014). It will be interesting to investigate whether C1q expression is important for the refined *Fezf2−ve* IT-PN morphology.

## Conclusion

We have successfully applied FACS-purification and low-input RNA-sequencing methods to identify the unique molecular profiles of two distinct IT-PN types from layer 5 of the mature mouse M1. Moreover, basic validation of the low-input RNA-seq platform was provided here with qPCR and IHC analyses. Functional annotation of the differentially expressed genes suggest a difference in calcium handling in *Fezf2+ve* IT-PNs and highlight a number of microglia-associated genes, enriched in *Fezf2−ve* IT-PNs. Overall the work has identified a number of interesting candidates that may be important for generating and/or maintaining the unique phenotypes of these IT-PNs. This provides interesting target proteins for future validation and analysis, which will be essential for developing our understanding of neuronal maintenance in the mature M1 circuitry.

## Data Availability

GEO accession number for IT-PN RNA-sequencing data is GSE107586.

## Author Contributions

AC, RD, RE and SH: study concept and design. AC and RD performed the experiments and acquired data. AC, RE and SH: analysis and interpretation of the data. AC: drafted the manuscript. AC, SH, RE and RD: major critical revisions of the manuscript. All authors had full access to the manuscript and data for approval.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptome Profiling of Layer 5 Intratelencephalic Projection Neurons From the Mature Mouse Motor Cortex
**Source:** Front Mol Neurosci. 2018 Nov 12;11:410. doi: 10.3389/fnmol.2018.00410
**Supplement:** Supplementary file 1

# Transcriptome profiling of layer 5 intratelencephalic projection neurons from the mature mouse motor cortex

Alison J. Clare^1,3,4^, Robert C. Day^1,4^, Ruth M. Empson^2,3^ and Stephanie M. Hughes^1,3,4^*.

Departments of ^1^Biochemistry and ^2^Physiology,

## Supplementary material

**
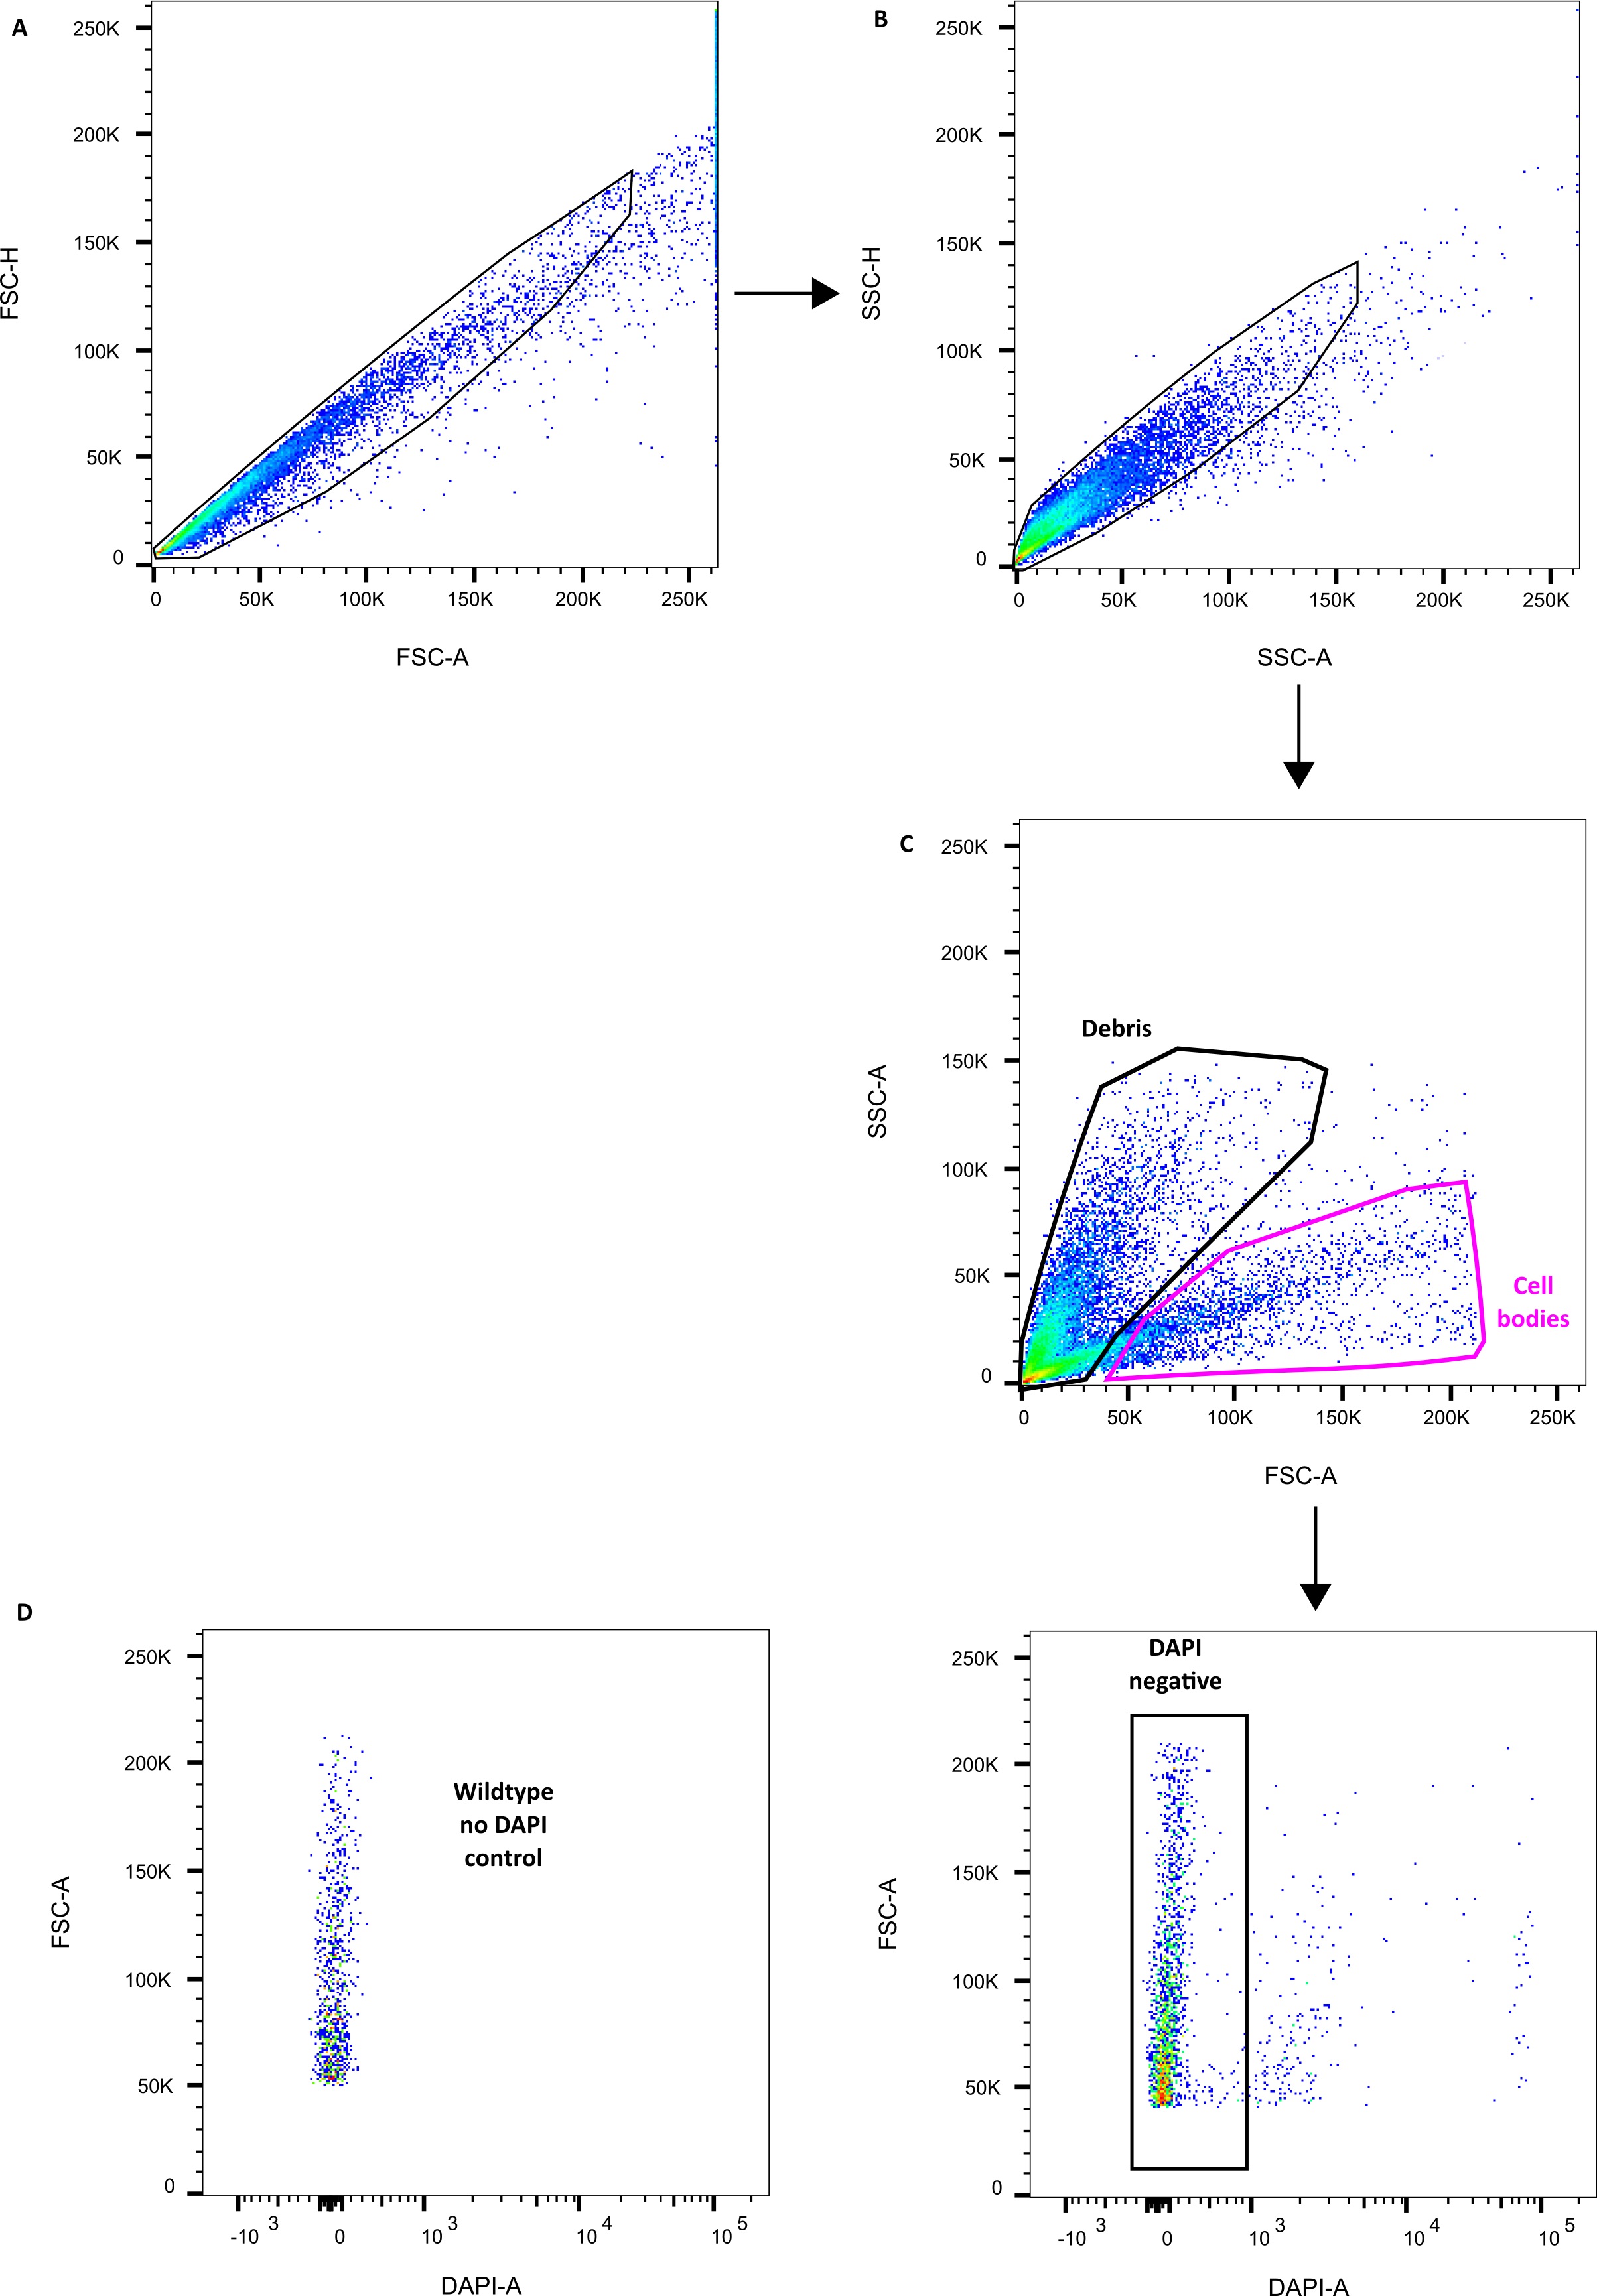
**

**Supplementary Figure 1 Example of gating applications to determine live viable single cell population for isolation of the cells of interest.** Cells of the same size should have similar area and height and thus plotting the light scatter of area and height will cluster as a diagonal correlation. Any events (dots) that cluster away from this line will be doublets or cell clumps. Gates were set according to these using the forward scatter (FSC) (A) and side-scatter (SSC) **(B)**. **(C)** The FSC and SSC were plotted together to separate cell bodies from debris. Debris is generally smaller in size (FSC) with greater granularity (SSC; Guez-barber et al. 2011). **(D)** The final gating stage was set to determine the live cell population. A gate was set to exclude the DAPI-positive cells (dead cells; DAPI-negative), according to the wildtype (DAPI-negative) sample. Final sorting of samples was taken from this single cell, live viable population.

**
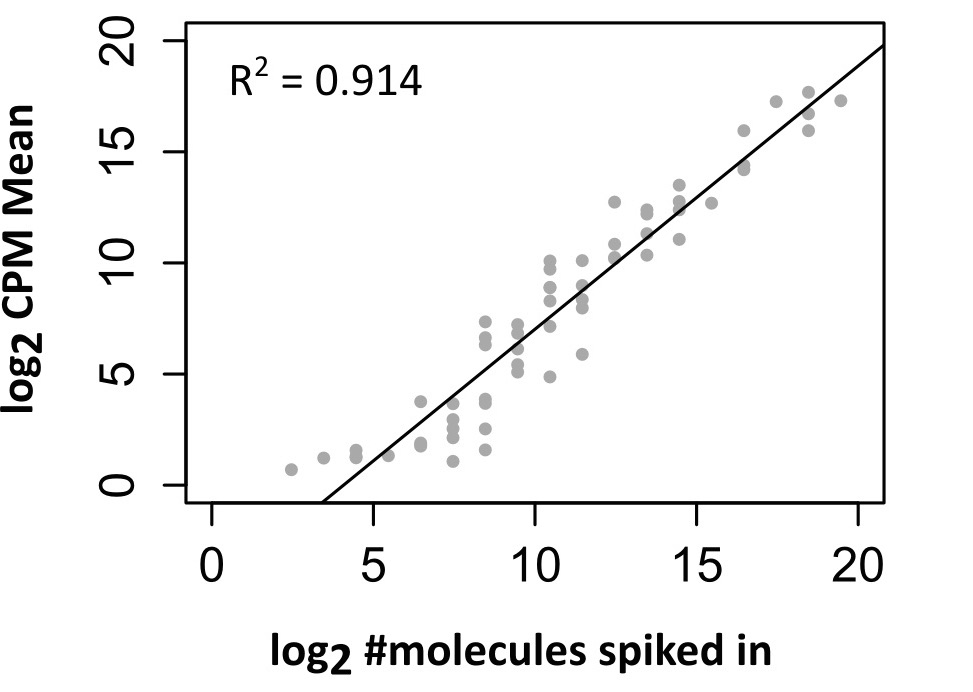
**

**Supplementary Figure 2 Linear regression analysis of ERCC spike-in.** Linear regression analysis of the ERCC reads compared to the known molecules spiked in (R^2^ = 0.914; p < 2.2e-16).

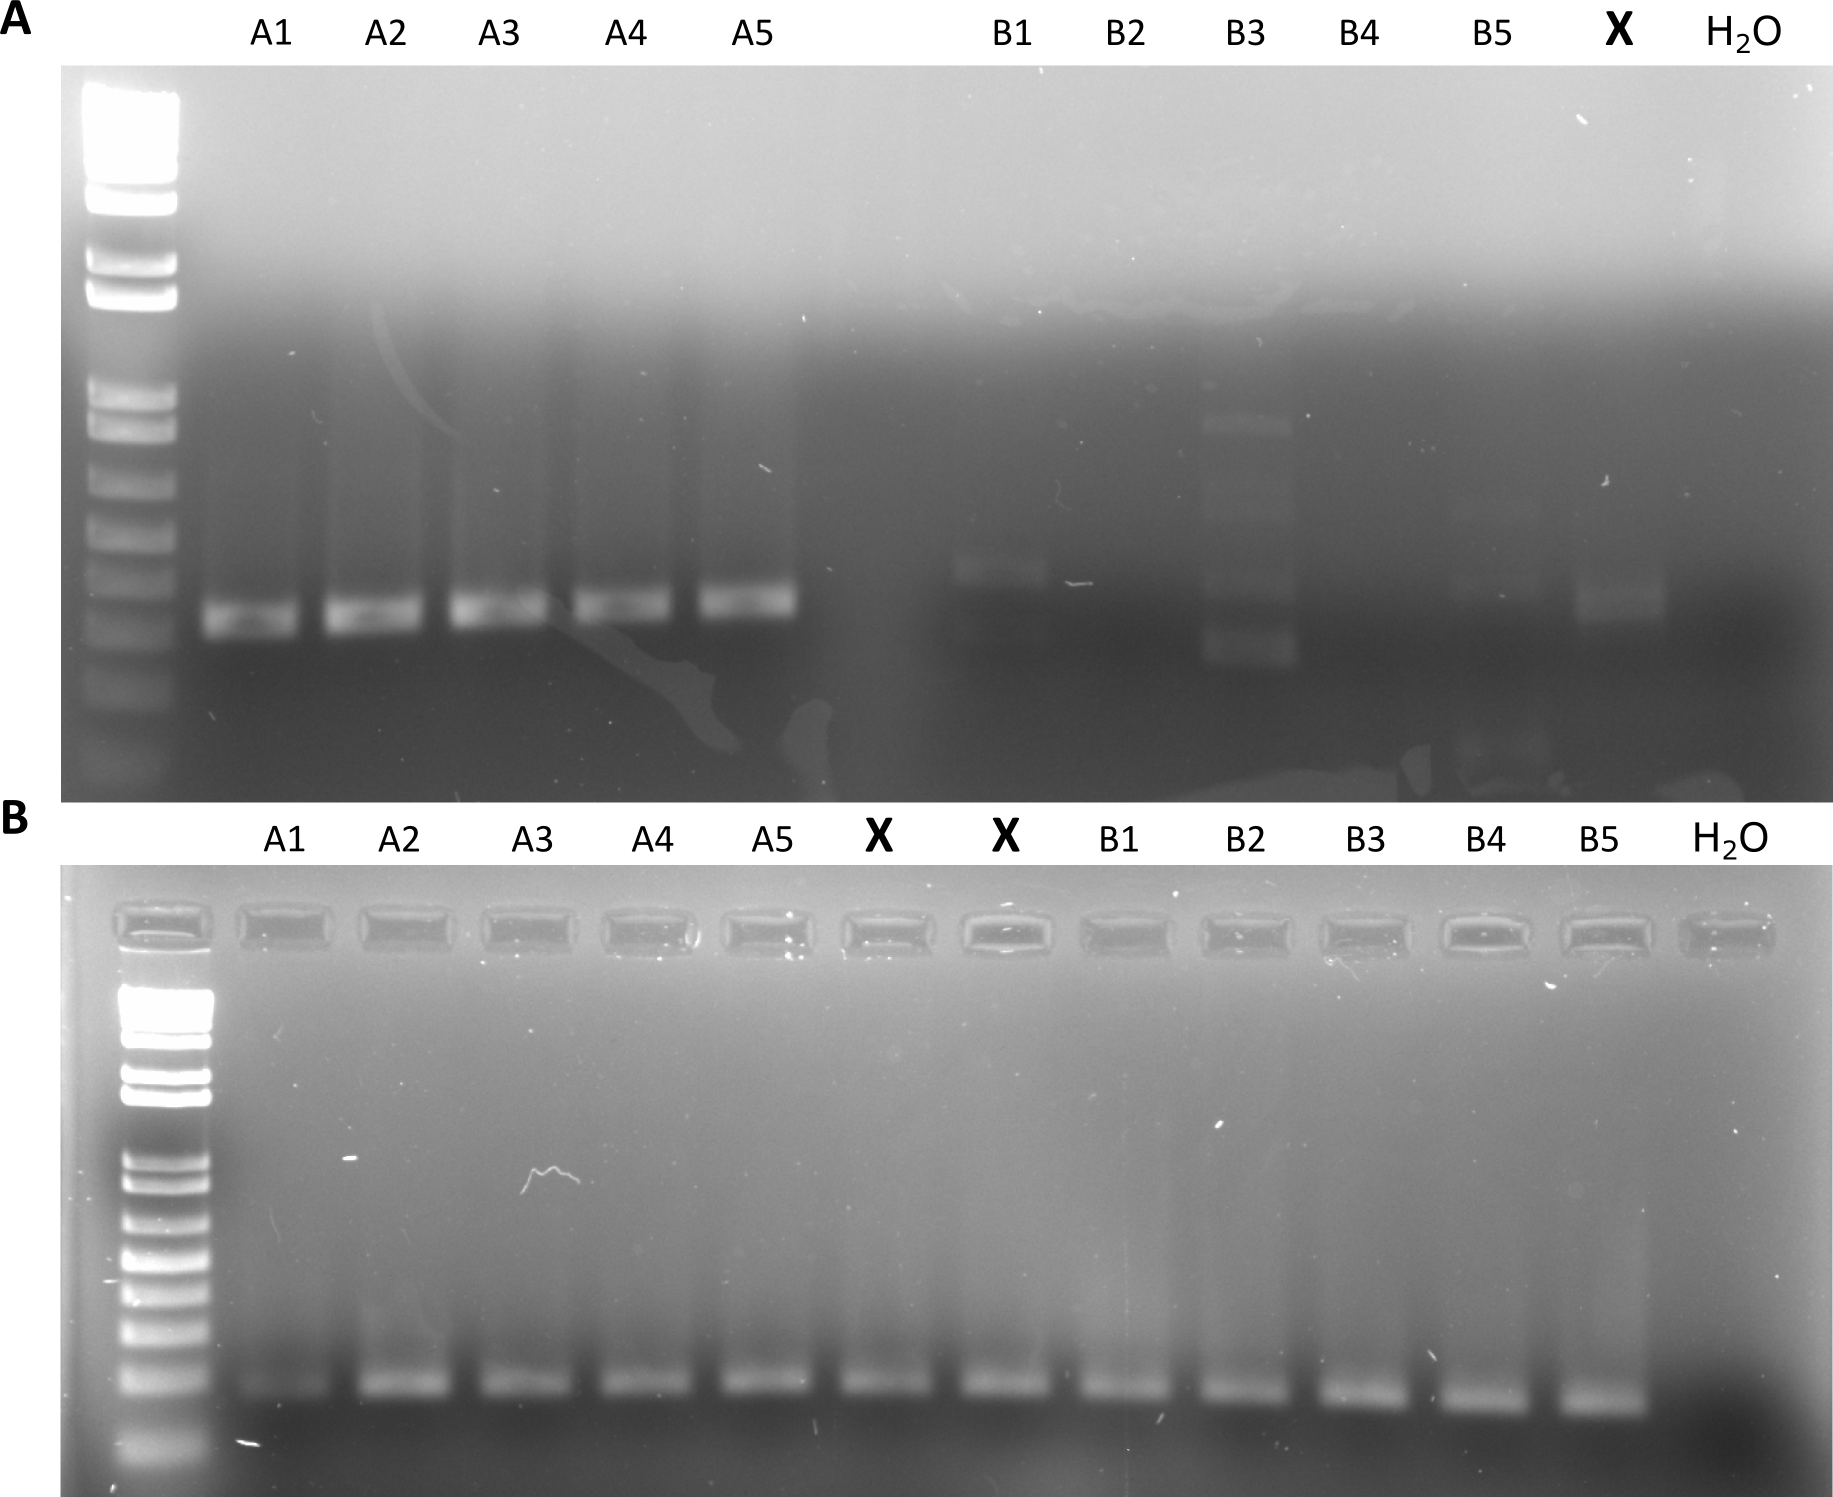

**Supplementary Figure 3** Original agarose gels displaying PCR products of endogenous *Fezf2* **(A)** and *Gapdh* **(B)**. A1 – A5 are *Fezf2+ve* IT-PN samples from animals 1 – 5. B1 – B5 are *Fezf2-ve* samples from animals 1 – 5. An X indicates a sample run that is not related to the IT-PN samples. H_2_O indicted the negative template control. Samples were run on 1.5% agarose gel at 100 volts for 35 min with a 1kb plus ladder (Invitrogen, NZ).

**Supplementary table 3**. Mean (± standard error of the mean) of mapping rates to exonic, intronic and intergenic regions and results of two-way ANOVA with Tukey’s multiple comparisons test.

|  | *Fezf2+ve* | *Fezf2-ve* | Mixed | p-value | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | ***Fezf2+ve* vs. *Fezf2-ve*** | ***Fezf2+ve* vs. Mixed** | ***Fezf2+ve* vs. Mixed** |
| Exonic | 38.5 (± 7.6) | 31.9 (± 4.1) | 68.6 (± 4.0) | ns | 0.0012 | 0.0001 |
| Intronic | 51.5 (± 7.0) | 56.9 (± 4.7) | 18.4 (± 3.5) | ns | 0.0004 | <0.0001 |
| Intergenic | 9.9 (± 1.0) | 11.2 (± 2.3) | 13.0 (± 1.6) | ns | ns | ns |

How the deposited data were processed for this re-analysis (not part of the article)

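The data were read counts of 10 RNA-seq libraries, 5 of *Fezf2+ve* and 5 of *Fezf2−ve* IT-PNs, with 1 library of each type from each of 5 animals. The pairing of libraries by animal comes from the sample records and from the study's methods, which give the animals the numbers 1 to 5. The authors demultiplexed and trimmed the reads, mapped them to mm10 with tophat2 or to the ERCC sequences, and counted them with BEDTools multiCov on RefFlat genes and on the ERCC annotation. The deposited count tables hold these counts without normalization, and no molecular identifiers are named in the methods. The authors also deposited a table of their DESeq2 comparison, with a mean score per gene over size-factor-scaled counts, log2 fold changes with standard errors, a Wald statistic as a score, and p-values with their adjusted values. Values from that table are marked as the authors' wherever they are given.

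From the counts, genes with at least 10 CPM in at least 2 libraries were kept, which left 7409 of 24453 genes. Counts were normalized with TMM and tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with the animal as a block and the IT-PN type as the factor of interest. Benjamini-Hochberg adjusted p-values at or below 0.1 were taken as calls, which is the threshold of the study's methods. Lists of marker genes were tested with fry from limma 3.58.1, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. The marker lists were written from general knowledge after the paper had been read and before any count was seen. The libraries were clustered on the 593 most variable genes with correlation distance, average linkage and a multiscale bootstrap of 1000 resamples at each of 10 scales. ERCC transcripts were compared between libraries on log2(CPM + 1), because the number of molecules spiked in was not used here. Levels of single values were compared between types with an exact permutation test of the paired values, two-sided, for which the smallest p with 5 animals is 0.0625. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps.

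The genes named in the text are those the Results name for the RNA-seq, and in each direction the 5 genes with the smallest p among those that changed the same way in all 5 animals, and the results of some of them are not reported here. Gene positions are those of GENCODE on GRCm38, which is mm10, counted from 1, and were found for 24077 of the 24453 gene names. A read that overlaps several genes can be counted on each of them by BEDTools multiCov, so values of overlapping genes and of near-identical copies are uncertain. The use of strand in the counting is not stated in the paper's text.

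Depth was 89138 to 217738 reads on genes per library. At that depth 3 reads correspond to 13.8 to 33.7 CPM, and these floors cover counting error only, since PCR reads are not independent molecules. The transcription regulators, *Wdr33* and *Wdr43* have fitted fold changes only, also where a type had few reads. For the other genes named singly, a fold change against a type whose libraries all had at most 3 reads is given as a lower bound on the ratio of mean CPM, calculated against the floor. Where 1 library holds most of the reads, this bound describes that library more than the type.

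The methods were tested on counts simulated with the means and library sizes of these libraries, with 200 genes changed by a log2 fold change of 3. With a dispersion of 0.1, edgeR with the block, edgeR without it and DESeq2 with the block each called all 200 changed genes, together with 8, 19 and 18 unchanged genes. With the dispersion trend observed in these libraries, edgeR with the block called 0 changed genes, edgeR without it called 6 and DESeq2 called 119, together with 0, 1 and 106 unchanged genes. Simulated genes did not vary around that trend. A simulated set of 28 genes lowered by the same amount was found by fry in both cases. A simulated unchanged set gave a p of 0.00167 by the fry rotation test (Benjamini-Hochberg adjustment not applied) at the lower dispersion and of 0.822 at the observed dispersion. After that first value had been seen, 100 random unchanged sets were added, of which 2 and 3 had a p under 0.05.

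The alternatives were a fit without the animal block, DESeq2 1.42.0 with the block, with and without its prior on the fold change, the legacy quasi-likelihood method, other size factors, library size only, no filter, a stricter filter, counts downsampled to the smallest library, other thresholds, and leaving out each animal in turn. For the clustering and the ERCC transcripts, the choice of genes, distance, linkage, transformation and pseudocount was varied. DESeq2 with a local dispersion trend, limma-voom and edgeR's likelihood ratio test were added after the first counts of calls had been seen. The rule for comparing a lower bound with the paper's fold change was settled after the values had been seen. The FACS, RT-PCR, qPCR, immunohistochemistry, mapping to genomic regions and GO terms were not analysed here.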

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

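Of the tests in this part, the comparison with other splits of the libraries, the test of the other non-neuronal lists and the fits without the genes with the most reads were chosen only after the result was seen. The marker lists, the filter on genes, the rule for naming genes and the alternatives, apart from the 3 fits added after the first counts of calls had been seen, were set before the data were examined.

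Values of single libraries stood apart from the other 4 of their type in 10 of the 90 groups of 5 values examined, where 4.5 are expected by chance. In each case the gap to the nearest library, divided by the range of the group, exceeded Dixon's 95% critical value. For the percentage of reads on ERCC transcripts this ratio was 0.846 in *Fezf2+ve* library 1, which had 46.7% against 6.44 to 12.6% in the other *Fezf2+ve* libraries. The same library had a ratio of 0.746 for the share of the gene with the most reads, *Sema6a*, at 29.8% against 3.68 to 10.3%. For the share of the ERCC transcript with the most reads, the ratio was 0.776 in *Fezf2+ve* library 4, where ERCC-00004 held 84.0%, and 0.754 in *Fezf2−ve* library 2, at 25.7% against 22.2 to 23.1%. According to the methods a fixed amount of ERCC mix met RNA of a varying number of cells, which would change the percentage of ERCC reads, and this was not tested. For the share of the ERCC transcript with the most reads no explanation was tested.

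Single genes gave the other 6 cases. The ratio was 1 for *Fezf2* in *Fezf2+ve* library 5, for *Jup* in *Fezf2−ve* library 5 and for *Tyrobp* in *Fezf2+ve* library 1, each with 1 read where the other 4 libraries had 0. It was 0.757 for *Gapdh* in *Fezf2+ve* library 4, which had 0 reads against at most 16, and 0.725 for *Srgap1* in *Fezf2−ve* library 3, which had 2 reads against at most 19. It was 0.875 for *Tnfrsf1b* in *Fezf2−ve* library 5, which had 837 reads against at most 11 in the other 4. Low read counts are a candidate explanation for most of these, since 83.3% of the 6 gene groups (5 of 6) had under 10 reads on one side. The exception was *Tnfrsf1b*, for which no other explanation was tested.

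Microglial marker genes that the paper does not name were also higher in *Fezf2−ve* libraries. All 22 that were tested were higher, with a median log2 fold change of -3.55, against -5.28 for the 6 that the paper names. Together the 28 genes had a median of -3.69 (adjusted p = 0.0108, fry rotation test with Benjamini-Hochberg adjustment, range 1.1e-29 to 0.0839 over the alternatives), and the set was higher in *Fezf2−ve* libraries in 5 of 5 animals. A difference in sequencing depth was tested by downsampling all libraries to the same number of reads, which left a median of -4.15. Scaling to library size only gave a median of -3.72, but it corrects for no gene that takes a large share of the reads. A few genes taking most of the reads were therefore tested by leaving out the 91 genes that were among the 10 with the most reads in any library, which kept 38.3 to 78.9% of a library's reads and gave a median of -3.63 over 29 tested members (adjusted p = 0.0103, same fry test). TMM already makes little of such genes, so the same was done with library size only, where leaving them out is expected to raise fold changes by 0.19 on average, and the median moved from -3.72 to -3.47 (adjusted p = 0.014, same fry test). The medians with and without the 91 genes are not all over the same members. Expression level and the length and GC content of the longest transcript were tested with 10000 random lists matched on them. None had a median as low, and their lowest median was -1.43. This is given as a share of 0.0001, the smallest share they can give. The span of the gene with its introns was not matched, so the lists do not test it. RNA from non-neuronal cells of all kinds was tested with 5 other lists, for astrocytes, oligodendrocytes, their precursors, endothelial cells and macrophages. Of these, 0 were higher in *Fezf2−ve* libraries with a p under 0.05, with medians of 0.14 to 1.40, although the macrophage list had only 2 tested members and the endothelial list 4. No list covered blood cells, and the 6 haemoglobin genes among the authors' calls, chosen here after their values were seen, were higher in *Fezf2−ve* libraries, with log2 fold changes of -4.03 to -4.00 and unadjusted p-values of 0.00667 to 0.0168 (edgeR's quasi-likelihood test, adjusted p = 0.998 with Benjamini-Hochberg adjustment). RNA from blood cells in that sort was not tested and remains possible. The real split gave the lowest median of the 16 splits that swap types within animals (1 of 16), against -3.29 to 2.38 in the others, and a fry p of 0.0012 against 0.0975 to 0.961 (unadjusted). A share under 0.05 is not possible with 16 splits, so that this count alone settles neither way whether the grouping matters. RNA from microglia in the *Fezf2−ve* sort may explain the pattern, since the unnamed markers were higher in 22 of 22 cases. Whether both parts of the list vary together across libraries was not tested, because 5 libraries per type are too few for a correlation. Expression of these genes by the *Fezf2−ve* IT-PNs themselves, which the paper proposes, would give the same direction, and no test on these pooled cells separates it from RNA of microglia.

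Genes that respond to tissue dissociation, a list of immediate-early and heat-shock genes, were higher in *Fezf2−ve* libraries as well. The paper does not discuss them as a group. All 14 tested members were higher (13 of them without the animal block), with a median log2 fold change of -2.44 (adjusted p = 0.0384, fry rotation test with Benjamini-Hochberg adjustment, range 1.1e-07 to 0.168 over the alternatives), in 5 of 5 animals. The median was -2.25 after downsampling, which goes against sequencing depth as the explanation, and -2.54 with library size only, which by itself does not test a few genes taking most of the reads. Without the 91 genes with the most reads, 17 members were tested and 16 were higher in *Fezf2−ve* libraries, with a median of -2.53 (adjusted p = 0.0478, same fry test). With library size only, leaving these genes out moved the median from -2.54 to -2.17 (adjusted p = 0.0468, same fry test). The medians are not all over the same members, so these shifts are not the effect of leaving genes out alone. A difference remained without the 91 genes, so that their share of the reads does not account for the whole difference. None of the 10000 random lists, matched in the same way, had a median as low, and their lowest median was -2.29. This is given as a share of 0.0001, the smallest share they can give. The span of the gene was again not matched. The real split again gave the lowest median of the 16 splits (1 of 16), against -2.42 to 1.11 in the others, and a fry p of 0.00853 against 0.047 to 0.956 (unadjusted), and the number of splits limits this count in the same way. A different response of the cells to sorting, or RNA from another cell type, may contribute, and neither was tested.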

How the results depend on the processing

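At an FDR of 0.1, the number of differentially expressed genes depended most on the tool and on the animal block. The threshold mattered as much without the block, and an FDR of 0.05 left 35 of the 98 DESeq2 calls. With the block, edgeR's quasi-likelihood test called 0 genes, with 288 at an unadjusted p under 0.05. The mean correlation of the deviations of both libraries of an animal was 0.028, and without the replicate block 279 genes were called, 159 higher in *Fezf2−ve* and 120 in *Fezf2+ve* IT-PNs. Of these, 104 are also calls of the authors' deposited table, and 18 are transcription regulators named by the paper. At an FDR of 0.05, the fit without the block called 0 genes, with 1345 at an unadjusted p under 0.05. With the block, DESeq2 called 98 genes (55 and 43), of which 92 are shared with the authors' deposited table and 17 are named regulators. With its prior on the fold change it called 88 genes (49 and 39), of which 88 are shared and 17 are named regulators. In the fits chosen after seeing the data, DESeq2 with the prior and a local dispersion trend called 168 genes (98 and 70, with 158 shared and 25 named regulators), limma-voom 13 (12 and 1, with 13 shared and 1 named regulator) and edgeR's likelihood ratio test 10 (10 and 0, with 10 shared and 0 named regulators). The legacy method, RLE size factors, library size only, no filter, the stricter filter, downsampling and the 5 fits that each left out 1 animal called 0 genes, with 175 to 345 genes at an unadjusted p under 0.05. The difference between tools was examined only in simulated counts, described next, and no other cause was tested.

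In simulated counts with the observed dispersion, edgeR with the block called 0 of 200 genes changed by a log2 fold change of 3, while DESeq2 called 119 of them and 106 unchanged genes. The count of 0 with the block therefore does not show that genes are unchanged. With the same library sizes and a dispersion of 0.1 it called all 200, which had a mean of at least 10 reads, so that for such genes the spread between libraries and not depth kept the count low in the simulation.

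Of the 35 named genes that were tested, 17 passed the threshold without the block, 19 with DESeq2, 18 with DESeq2 and its prior, 24 with the local trend, 7 with limma-voom and 5 with the likelihood ratio test. A sign reversed only for *Gapdh*, *Rplp0* and *Vat1l*. The fold change of *Gapdh* was 0.083 and that of *Rplp0* 0.055 after downsampling, and that of *Vat1l* was 1.00 without the block and 0.12 with limma-voom. Across the fits that each left out 1 animal, *Gapdh* ranged from -0.67 to 0.53, *Rplp0* from -0.72 to 0.042 and *Vat1l* from -1.41 to 0.37. The cause was not tested. Downsampling moved the median log2 fold change of all genes from -0.16 to -0.04.

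The microglial set kept its direction under every alternative run and its side of the threshold under all but 3 of the 5 fits that each left out 1 animal, where the median ranged from -4.51 to -3.17. The dissociation-response set kept its direction and lost the threshold in 4 of these 5 fits, with medians of -3.22 to -2.53. The neuronal set passed the threshold only with the camera test (median 1.45, adjusted p = 0.049 with Benjamini-Hochberg adjustment, range 0.049 to 0.452 over its alternatives). The other marker lists had 0 calls under every alternative run. The cause was not tested.

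The clustering placed 10 of 10 libraries with their own type, and 9 with all filtered genes, 9 with the top 8% of all genes with 1 count, and 6 with Euclidean distance. It placed 8 of 8 in each fit that left out 1 animal, and 10 under the other alternatives, including that without the microglial set. The median squared correlation of ERCC transcripts was 0.873 with those found in every library, 0.65 with a pseudocount of 0.1 and 0.659 after downsampling, and stayed between 0.719 and 0.741 with an animal left out. The cause was not tested.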

Differences from the paper's values

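The paper reports 199 differentially expressed genes, and edgeR's quasi-likelihood test with the animal as a block called 0, with 288 genes at an unadjusted p under 0.05. The paper's 118 genes higher in *Fezf2−ve* and 81 higher in *Fezf2+ve* IT-PNs likewise stand against 0 and 0 here. Of the alternatives set before the data were examined, the fit without the animal block came within 1.5 times the paper's numbers, with 279, 159 and 120 genes, of which 104 are calls of the authors' deposited table. The others did not, with 98, 55 and 43 genes for DESeq2 with the block, 88, 49 and 39 with its prior on the fold change, and 0 for the rest. DESeq2 with the prior and a local dispersion trend, which was chosen after seeing the values, gave 168, 98 and 70 genes, of which 158 are calls of the authors' deposited table. limma-voom and edgeR's likelihood ratio test, also chosen after seeing the values, gave 13 and 10 genes.

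Of the genes named here that the paper calls, none was called by edgeR with the block. Those called without the block included *Clint1*, *Ppp3r1*, *Jup*, *Srgap1*, *C1qa*, *C1qb*, *C1qc*, *Srgn*, *Tnfrsf1b*, *Csf1r*, *Tyrobp*, *Siglech*, *Ctss*, *P2ry12*, *Selplg* and *Phactr3*. Those called by DESeq2 with the block included *Kcnip3*, *Shank1*, *Ppp3r1*, *Bzrap1*, *Srgap1*, *C1qa*, *C1qb*, *C1qc*, *Csf1r*, *Tyrobp*, *Ctss*, *P2ry12*, *Selplg*, *Phactr3*, *Hps5*, *Aox2* and *Elp6*, and with its prior the same genes apart from *Shank1*. Of the fits chosen after seeing the values, the one with the local trend called the genes of the fit with the prior and also *Sptan1*, *Ryr2*, *S100a16*, *Jup*, *Ostf1* and *Tnfrsf1b*. limma-voom called *C1qa*, *C1qb*, *Csf1r*, *Tyrobp*, *Ctss*, *P2ry12* and *Selplg*, and the likelihood ratio test *C1qb*, *Csf1r*, *Tyrobp*, *Ctss* and *P2ry12*. *Actr3* and *Spcs2* were called under none of the settings run. Of the 30 transcription regulators tested, 0 were called with the block, 18 without it, 17 by DESeq2 with and without the prior, 25 with the local trend, 1 by limma-voom and 0 by the likelihood ratio test.

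Log2 fold changes of 31 named genes are also given in Supplementary Table 4. For 2 of them the fitted value lay farther from the paper's than the larger of both standard errors. *Clint1* was -6.82 here against the paper's -4.53, and *Srgn* was -6.31 against the paper's -3.97. Both genes have 0 reads in every *Fezf2+ve* library, so their fold changes are lower bounds, at least 9.35-fold and 4.72-fold lower, and neither bound is above the paper's fold of 23.2 and 15.7. Each of these bounds rests on the reads of 1 library. *Jup* has at most 1 read in the *Fezf2−ve* libraries, and its lower bound of 57.4-fold, a ratio of mean CPM that rests on the 826 reads of 1 library, is above the paper's fold of 16.9, although its fitted log2 fold change of 5.57 lay within the larger standard error of the paper's 4.08. A gene with a lower bound was counted as different only where both its fitted value and its bound were, which left 0 of the 31 genes. That rule was applied to lower bounds after these values had been seen. By the fitted value alone 2 genes would count, and by the bound alone 1.

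The paper lists *Vat1l* among genes increased in *Fezf2+ve* IT-PNs, and its log2 fold change was -0.18 here. It lists *Selt* among genes increased in *Fezf2−ve* IT-PNs, and its log2 fold change was 0.60 here. It lists *Wdr43* and *Klf3* among the latter as well, and their log2 fold changes were -2.06 (unadjusted p = 0.314) and -0.52 (unadjusted p = 0.82). In the authors' deposited table these 4 genes have no adjusted p, with log2 fold changes of -0.14 for *Vat1l*, 0.57 for *Selt*, -1.65 for *Wdr43* and -0.35 for *Klf3*. None of the settings run called any of them.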

Other observations

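Except for the tests of the mapped reads and of rankings by the median, the tests in this part were chosen only after the result was seen.

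Types were swapped within animals in all 16 ways that part the 5 pairs, counting mirror images once. With the block, 16 of the 16 splits gave 0 genes at an FDR at or below 0.1 by edgeR's quasi-likelihood test. The 288 genes at an unadjusted p under 0.05 were the most of any split (1 of 16), against 83 to 203 in the others. The 279 genes called without the block were also the most (1 of 16), against 0 in each of the others, and so were the 98 called by DESeq2 with the block (1 of 16), against at most 28. With 16 splits no share under 0.05 is possible, so that the shares alone settle neither way whether the grouping matters. The pan-neuronal marker set had a median log2 fold change of 1.45 in favour of *Fezf2+ve* IT-PNs (adjusted p = 0.265, fry rotation test with Benjamini-Hochberg adjustment, range 0.049 to 0.452 over the alternatives), higher in 4 of 5 animals, and 2 of the 16 splits gave a median as far from 0.

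The spread between libraries of a type was larger for genes than for ERCC transcripts. The common coefficient of variation was 1.19 for 7409 genes and 0.488 for 59 ERCC transcripts, and the median ratio within bins of the same mean count was 3.08. Amplification and counting noise after the spike-ins were added, if alike for both at the same mean count, would have given ERCC transcripts as variable as genes. Under that condition such noise does not account for the whole spread, and the condition itself was not tested. Losses before that step, differences in the cells collected and differences between animals were not told apart.

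Genes called in the authors' deposited table took a median of 67.9% of their reads from 1 library, and 48 of the 199 took over 90%. Random lists of other genes matched on mean expression had a median of 78.3%, and a share of 0.9986 of them had a median at least as large as the called genes, so that this concentration may be a property of genes at this depth and not of the called genes. No biological explanation was tested.

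Identical counts in all 10 libraries were found in 31 groups of genes with at least 20 reads, 80 genes in all. In 26 of the groups the genes overlap or share a name stem, which is consistent with reads counted on every overlapping or near-identical gene. The 6 haemoglobin genes among the authors' calls, chosen here after their values were seen, have 3 distinct patterns of counts. *Hba-a1* and *Hba-a2* each had 16 reads in *Fezf2+ve* and 233 in *Fezf2−ve* libraries, *Hbb-b1* and *Hbb-bs* 45 and 365, and *Hbb-b2* and *Hbb-bt* 39 and 329.

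Reads counted on genes exceeded the mapped reads of Table 1 in 7 of 10 libraries. When the reads of overlapping genes beyond the highest of each overlapping group were taken away, 5 of the 10 libraries were at or under their mapped reads, so that overlapping genes do not account for the whole excess by this measure. No other explanation was tested.

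Oligodendrocyte precursor markers were frequent among the 1000 most highly expressed genes over all libraries, with 5 of 6 listed genes. A share of 0.0001 of random lists matched on the length of the gene had as many, the smallest share they can give, and the same 5 were among them when genes were ranked by their median over the 10 libraries, so that neither gene length nor a few libraries with large counts accounts for them. RNA from oligodendrocyte precursors in both sorts was tested by counting markers above 3 reads in at least 8 of the 10 libraries. Only 2 of the 6 met this (*Pdgfra* and *Lhfpl3*, named here after their values were seen), but of the genes the paper uses as unchanged references, *Gapdh* was above 3 reads in 7 libraries, *Rplp0* in 5 and *Wdr33* in 1, and of the 1000 most highly expressed genes 392 met it. The count therefore speaks neither for nor against RNA from oligodendrocyte precursors. Expression in the IT-PNs themselves was not tested.

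Of the 12 pan-neuronal markers, 0 were among the 1000 most highly expressed genes over all libraries. A share of 0.3214 of random lists matched on gene length had as few, and 2 markers entered when genes were ranked by their median, so that gene length and a few libraries with large counts may each contribute to their absence.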
